# Deep and accurate detection of m^6^A RNA modifications using miCLIP2 and m6Aboost machine learning

**DOI:** 10.1093/nar/gkab485

**Published:** 2021-06-22

**Authors:** Nadine Körtel, Cornelia Rücklé, You Zhou, Anke Busch, Peter Hoch-Kraft, F X Reymond Sutandy, Jacob Haase, Mihika Pradhan, Michael Musheev, Dirk Ostareck, Antje Ostareck-Lederer, Christoph Dieterich, Stefan Hüttelmaier, Christof Niehrs, Oliver Rausch, Dan Dominissini, Julian König, Kathi Zarnack

## Abstract

N6-methyladenosine (m^6^A) is the most abundant internal RNA modification in eukaryotic mRNAs and influences many aspects of RNA processing. miCLIP (m^6^A individual-nucleotide resolution UV crosslinking and immunoprecipitation) is an antibody-based approach to map m^6^A sites with single-nucleotide resolution. However, due to broad antibody reactivity, reliable identification of m^6^A sites from miCLIP data remains challenging. Here, we present miCLIP2 in combination with machine learning to significantly improve m^6^A detection. The optimized miCLIP2 results in high-complexity libraries from less input material. Importantly, we established a robust computational pipeline to tackle the inherent issue of false positives in antibody-based m^6^A detection. The analyses were calibrated with *Mettl3* knockout cells to learn the characteristics of m^6^A deposition, including m^6^A sites outside of DRACH motifs. To make our results universally applicable, we trained a machine learning model, m6Aboost, based on the experimental and RNA sequence features. Importantly, m6Aboost allows prediction of genuine m^6^A sites in miCLIP2 data without filtering for DRACH motifs or the need for Mettl3 depletion. Using m6Aboost, we identify thousands of high-confidence m^6^A sites in different murine and human cell lines, which provide a rich resource for future analysis. Collectively, our combined experimental and computational methodology greatly improves m^6^A identification.

## INTRODUCTION

The epitranscriptome collectively describes modifications in RNA and has emerged as a crucial and complex mechanism for the post-transcriptional regulation of gene expression. Pervasively occurring in all three kingdoms of life, N6-methyladenosine (m^6^A) is the most prevalent internal modification on mRNA (1,2). The emerging interest in RNA modifications revealed m^6^A as an essential regulator in almost all aspects of mRNA metabolism and uncovered diverse physiological functions (3–8).

m^6^A is a dynamic modification. It is deposited by writers, recognized by readers and removed by erasers. The writing of m^6^A in mRNA is mainly carried out by a highly conserved, multicomponent methyltransferase complex that catalyzes the conversion of adenosine to m^6^A. The methyltransferase like 3 (METTL3) acts as the catalytically active subunit, possessing an S-adenosylmethionine (SAM) binding domain (MTA-70 like domain) with the conserved catalytic DPPW motif (Asp-Pro-Pro-Trp) (9). It installs m^6^A by transferring a methyl group of a SAM donor to targeted adenosines (10). While methyltransferase like 14 (METTL14) is catalytically inactive, it forms a stable heterodimer with METTL3; simultaneously facilitating RNA interaction and increasing the catalytic activity of METTL3 (9,^11^). Additionally, different methyltransferases were identified as m^6^A writers which mainly add m^6^A to U2 and U6 snRNAs, lncRNA or pre-mRNA (12–14). In mRNA, m^6^A enriches in a DRACH ([G/A/U][G>A]m^6^AC[U>A>C]) consensus sequence and occurs in thousands of transcripts, with an average of one to three m^6^A sites per mRNA transcript (15–17). However, only a fraction of DRACH motifs contain an m^6^A modification. Furthermore, m^6^A was found to cluster predominantly within the coding sequence in long internal exons, nearby stop codons and in the 3′ UTR (15,16).

In order to fully capture and understand the cellular impact of m^6^A, it is essential to precisely locate the modification. Although m^6^A had been identified over four decades ago, only recent technological breakthroughs allowed a transcriptome-wide mapping of m^6^A (15,16,18,19). Antibody-based immunoprecipitation followed by high-throughput sequencing (m^6^A-seq, m^6^A-MeRIP) enabled mapping of m^6^A within a ∼100 nucleotide (nt) window and paved the way to further understand and dissect the cellular and physiological functions of m^6^A (15,16). Further improvements in 2015 led to an individual-nucleotide resolution UV crosslinking and immunoprecipitation (iCLIP)-based method, called m^6^A iCLIP (miCLIP), which allows the transcriptome-wide mapping of individual m^6^A residues at single-nucleotide resolution (17).

Despite the novel and important insights these epitranscriptomic sequencing methods uncovered, they also suffered several limitations. A critical disadvantage is the required high amount of input material, which makes transcriptome-wide m^6^A detection exclusionary for samples with limited input material. Hence, sequencing low input samples using the aforementioned techniques may lead to over-amplified libraries with a high PCR duplication rate and low complexity. Moreover, it is broadly observed that miCLIP data comprise a lot of background signal due to limited antibody specificity, which makes computational analysis for m^6^A-site identification challenging (20–23).

Here, we present the optimized miCLIP2 protocol, along with the machine learning-based analysis tool m6Aboost to overcome these limitations. Experimental improvements comprise two separately ligated adapters, two independent cDNA amplification steps and a bead-based size selection (24). These advances result in high-complexity miCLIP2 libraries using less input material at less effort. We performed miCLIP2 in murine embryonic stem cells (mESC), using wild-type (WT) and *Mettl3* knockout (KO) cells to identify peaks that are significantly depleted upon *Mettl3* KO and validated selected m^6^A sites by an orthogonal method. The resulting high-confidence m^6^A sites within DRACH and non-DRACH motifs were used to train a machine learning model, named m6Aboost, which recognizes the specific characteristics of m^6^A sites in miCLIP2 data. We applied m6Aboost to multiple miCLIP2 datasets from human and mouse. Thus, our new miCLIP2 protocol in combination with our m6Aboost machine learning model allow to globally predict m^6^A sites in miCLIP2 datasets independently of a *Mettl3* KO.

## MATERIALS AND METHODS

### LC–MS/MS analysis of m^6^A levels

The experiments were performed as described in (25). Ribonucleoside (A, m^6^A) standards, ammonium acetate, and LC/MS grade acetonitrile were purchased from Sigma‐Aldrich. ^13^C_9_‐A was purchased from Silantes, GmbH (Munich, Germany). ^2^H_3_‐m^6^A was obtained from TRC, Inc. (Toronto, Canada). All solutions were prepared using ultrapure water (Barnstead GenPure xCAD Plus, Thermo Scientific). 0.1–1 μg of poly(A)+ RNA was degraded to nucleosides with 0.003 U nuclease P1 (Roche), 0.01 U snake venom phosphodiesterase (Worthington), and 0.1 U alkaline phosphatase (Fermentas). Separation of the nucleosides from the digested RNA samples was performed with an Agilent 1290 UHPLC system equipped with RRHD Eclipse Plus C18 (95Å, 2.1 × 50 mm, 1.8 μm, Zorbax, USA) with a gradient of 5 mM ammonium acetate (pH 7, solvent A) and acetonitrile (solvent B). Separations started at a flow rate of 0.4 ml/min and linearly increased to 0.5 ml/min during first 7 min. Then, washing and re‐conditioning was done at 0.5 ml/min for an additional 3 min and linearly decrease to 0.4 ml/min during the last minute. The gradients were as follows: solvent B linear increase from 0 to 7% for first 3 min, followed by isocratic elution at 7% solvent B for another 4 min; then switching to 0% solvent B for last 4 min, to recondition the column. Quantitative MS/MS analysis was performed with an Agilent 6490 triple quadrupole mass spectrometer in positive ion mode. Details of the method and instrument settings are described in (26). MRM transitions used in this study were 269.2→137.2 (A), 278.2→171.2 (^13^C_9_‐A), 282.1→150.1 (m^6^A) and 285.1→153.1 (^2^H_3_‐N6-mrA). Quantification of all samples utilized biological triplicates, and averaged values of m^6^A normalized to A, with the respective standard deviation are shown.

### Cell culture and RNA samples

The HEK293T cell line was cultured in Dulbecco's Modified Eagle Medium (DMEM, Life Technologies) containing 10% fetal bovine serum (FBS, Life Technologies), 1% l-glutamine (Life Technologies) and 1% penicillin-streptomycin (Life Technologies) at 37°C with 5% CO_2_. All cell lines were monitored for mycoplasma contamination. Anaplastic thyroid carcinoma-derived C643 cells (CLS, RRID:CVCL_5969) were cultured on 15 cm dishes in DMEM (Thermo Fisher Scientific) supplemented with GlutaMAX (Thermo Fisher Scientific) and 10% FBS at 37°C and 5% CO_2_.

Mouse embryonic stem cells (mESC) with wild-type and *Mettl3* KO genotype were taken from a previous publication (27) and cultured under FBS/LIF conditions as described therein. RAW 264.7 cells (ATCC, Wesel, Germany, TIB-71) were cultured in DMEM (Thermo Fisher Scientific, 12430054) supplemented with 10% heat inactivated FBS (Biochrom, Berlin, Germany, S0613) and 1× penicillin/streptomycin (Thermo Fisher Scientific, 15140–122).

### m^6^A depletion by METTL3 inhibitor treatment

For m^6^A validation in HEK293T cells using SELECT, m^6^A was depleted by using the METTL3 inhibitor STM2457 (STORM Therapeutics) (28). STM2457 was titrated to test for optimal m^6^A depletion quantified by liquid chromatography–tandem mass spectrometry (LC–MS/MS). To this end, HEK293T cells were treated with 2–20 μM STM2457 in DMSO 0.05–0.2% (v/v) or DMSO alone 0.2% (v/v) as a negative control. After 16 h of treatment, the cells were washed with ice-cold PBS and collected on ice.

### RNA isolation and poly(A) selection

For RNA extraction from HEK293T and mESC cells, cells were washed in ice-cold PBS and collected on ice for the isolation of total RNA using the RNeasy Plus Mini Kit (Qiagen) following the manufacturer's recommended protocol. For C643 and RAW 264.7 cells, cells were washed with PBS, and total RNA was extracted using TRIzol reagent (Thermo Fisher Scientific) according to the manufacturer's instructions. Prior to isolation of poly(A)+ RNA, total RNA samples were treated with DNase I (New England Biolabs) according to the manufacturer's protocol, and subsequently cleaned up again by using TRIzol LS (Thermo Fisher Scientific).

For HEK293T and C643 cells, poly(A)+ RNA was extracted using Oligo d(T)_25_ Magnetic Beads using the manufacturer's recommended protocol (Thermo Fisher Scientific, 61002). Poly(A)+ concentration was measured using Qubit™ RNA HS Assay Kit (Thermo Fisher Scientific). For RAW 264.7 cells, poly(A)+ RNA was extracted by incubating 100 μg total RNA with 200 μl Dynabeads solution (Dynabeads mRNA Direct Purification Kit, Thermo Fisher Scientific, 61012) and purified following the manufacturer's protocols.

The quality of poly(A)+ RNA was ensured using High Sensitivity RNA ScreenTapes for the 2200 TapeStation system (Agilent). If a predominant peak for ribosomal RNA was still detectable, an additional round of poly(A) selection was performed, resulting in one round of selection for mESC and RAW 264.7 cells, and two rounds for HEK293T and C643 cells.

### RNA fragmentation

Poly(A)+ RNA was fragmented using RNA fragmentation reagents from Thermo Fisher Scientific. 1 μg of poly(A)+ RNA was filled up to 22 μl with H_2_O for each condition. 1 μl of 0.1–0.4× diluted fragmentation buffer was added (always prepared freshly). The mixture was incubated for 7–12 min at 70°C in thermomixer at 1,100 rpm and put immediately on ice. 1 μl of 0.1–0.4× diluted STOP solution was added. The solution was mixed and placed back on ice until use. Time of fragmentation and dilution of fragmentation reaction solutions were optimized prior to miCLIP2 experiments for each new batch of RNA.

### miCLIP2 experiments

All miCLIP2 experiments were performed with rabbit anti-m^6^A antibody purchased from Synaptic Systems (order number 202 003).

#### UV crosslinking and immunoprecipitation

50 μl of protein A Dynabeads (Dynal, 100.02) were magnetically separated, washed two times in 900 μl IP buffer (50 mM Tris, pH 7.4, 100 mM NaCl, 0.05% NP-40) and then resuspended in 50 μl IP buffer and put at 4°C until use. 6 μg of m^6^A antibody was added to the 24 μl of fragmented RNA and rotated for 2 h at 4°C. The IP mixture was placed on a parafilm-coated dish and UV irradiated with 2 × 150 mJ/cm² of UV 254 nm. The mixture was placed back into the tube, another 500 μl of IP buffer and 50 μl of washed protein A beads were added. The mixture was rotated at 4°C for 1 h. The beads were magnetically separated and the supernatant was discarded. The beads were washed two times with high-salt wash (50 mM Tris–HCl, pH 7.4, 1 M NaCl, 1 mM EDTA, 1% Igepal CA-630 [Sigma I8896], 0.1% SDS, 0.5% sodium deoxycholate). The second wash was rotated for at least 1 min at 4°C. Subsequently, the beads were washed two times with PNK buffer (20 mM Tris–HCl, pH 7.4, 10 mM MgCl_2_, 0.2% Tween-20) and resuspended in 1 ml PNK buffer (the samples can be left at 4°C until ready to proceed).

#### 3′ End RNA dephosphorylation

The beads were magnetically separated and resuspended in 20 μl of 3′ end RNA dephosphorylation mixture (4 μl 5× PNK pH 6.5 buffer, 0.5 μl PNK [New England Biolabs; with 3′ phosphatase activity], 0.5 μl RNasin, 15 μl water). The mixture was incubated for 20 min at 37°C in a thermomixer at 1,100 rpm. The beads were washed once with PNK buffer, once with high-salt wash (rotate wash for at least 1 min at 4°C) and again washed two times with PNK buffer.

#### L3 DNA linker ligation

The supernatant was magnetically removed and the beads were resuspended in 20 μl of L3 DNA linker ligation mixture (8 μl water, 5 μl 4× ligation buffer, 1 μl RNA ligase [New England Biolabs], 0.5 μl RNasin [N2615, Promega GmbH], 1.5 μl pre-adenylated DNA linker L3-App [20 μM; 5′-/rApp/AGATCGGAAGAGCGGTTCAG/ddC/-3′], 4 μl PEG400 [202398, Sigma]). The mixture was incubated overnight at 16°C at 1,100 rpm in a thermomixer. Subsequently, 500 μl of PNK buffer was added. The beads were washed two times with 1 ml high-salt buffer and two times with 1 ml PNK buffer. After the first wash, the mixture was transferred to a new tube.

#### 5′ End labelling

The beads were magnetically separated and 4 μl of hot PNK mix (0.2 μl PNK [New England Biolabs], 0.4 μl ^32^P-γ-ATP, 0.4 μl 10× PNK buffer [New England Biolabs], 3 μl H_2_O) was added and incubated for 5 min at 37°C in a thermomixer at 1,100 rpm. Next, the supernatant was removed and 20 μl of 1× NuPAGE loading buffer (4× stock was mixed with water and reducing agent and antioxidant was used to avoid potential interference of antibodies) was added to the beads and incubated at 70°C for 5 min.

#### SDS-PAGE and nitrocellulose transfer

The beads were magnetically separated and the eluate was loaded on a 4–12% NuPAGE Bis-Tris gel (Invitrogen). 0.5 l of 1× MOPS running buffer (Invitrogen) was used. Additionally, 5 μl of a pre-stained protein size marker was loaded. The gel was run for 50 min at 180 V. The dye front was cut and discarded as solid radioactive waste. For transferring the protein–RNA complexes to a Protan BA85 Nitrocellulose Membrane, a Novex wet transfer apparatus was used according to the manufacturer's instructions. The transfer was performed for 1 h at 30 V in 1× transfer buffer with 10% methanol. After the transfer, the membrane was rinsed in 1× PBS buffer. Afterwards, it was wrapped in saran wrap and exposed to a Fuji film at 4°C for 30 min, 1 h, or overnight. The film was exposed to a Typhoon phosphoimager.

#### RNA isolation

The protein-RNA complexes were isolated by using the autoradiograph as a mask by cutting the respective regions out of the nitrocellulose membrane. The fragments were placed in a 1.5 ml tube and 10 μl proteinase K (Roche, 03115828001) in 200 μl PK buffer (100 mM Tris–HCl, pH 7.4, 50 mM NaCl, 10 mM EDTA) was added and incubated at 37°C for 20 min at 1,100 rpm. 200 μl of PK buffer + 7 M urea (100 mM Tris–HCl pH 7.4, 50 mM NaCl) was added and incubated at 37°C for 20 min at 1,100 rpm. The solution was collected and added together with 400 μl phenol/chloroform (Sigma P3803) to a 2 ml Phase Lock Gel Heavy tube (713-2536, VWR). The mixture was incubated for 5 min at 30°C at 1,100 rpm. The phases were separated by spinning for 5 min at 13,000 rpm at room temperature. Next, the aqueous layer was transferred into a new tube. Precipitation was performed by addition of 0.75 μl glycoblue (Ambion, 9510), 40 μl 3 M sodium acetate pH 5.5 and addition of 1 ml 100% ethanol. After mixing, the mixture was placed at –20°C overnight. The mixture was spun for 20 min at 15,000 rpm at 4°C. After removing the supernatant, the pellet was washed with 0.9 ml 80% ethanol and spun again for 5 min. After removing the supernatant, the pellet was resuspended in 5 μl H_2_O and transferred to a PCR tube.

#### Reverse transcription

RT primers and dNTPs (1 μl primer Rtclip2.0 [5′-GGATCCTGAACCGCT-3′], 0.5 pmol/μl and 1 μl dNTP mix, 10 mM) were added to the resuspended pellet and incubated in a thermocycler (70°C, 5 min, 25°C hold until RT mix is added). After adding the RT mix (7 μl H_2_O, 4 μl 5× RT buffer [Invitrogen], 1 μl 0.1 M DTT, 0.5 μl RNasin, 0.5 μl Superscript III) the mixture was incubated in a thermocycler (25°C, 5 min; 42°C, 20 min; 50°C, 40 min; 80°C, 5 min; 4°C, hold). 1.65 μl of 1 M NaOH was added and incubated at 98°C for 20 min. Subsequently, 20 μl of 1 M HEPES-NaOH pH 7.3 was added. This will eliminate radioactivity from strongly labelled samples after the next step and prevent RNA from interfering with subsequent reactions.

#### Silane clean-up

For bead preparation: 10 μl MyONE Silane beads were magnetically separated per sample and the supernatant was removed. The beads were washed with 500 μl RLT buffer and resuspended in 93 μl RLT buffer. For cDNA binding the beads in 93 μl were added to each sample. After mixing, 111.6 μl of 100% ethanol was added. The mixture was carefully mixed and incubated for 5 min at RT. After incubation, the mixture was again mixed and incubated for 5 min further. After magnetically separating the beads and removing the supernatant, 1 ml of 80% ethanol was added and the mixture was transferred to a new tube. The beads were washed twice in 80% ethanol. The beads were magnetically separated and the supernatant was removed. The tube was briefly mixed in a picoFuge and the remaining supernatant was removed. The beads were air-dried for 5 min at RT. The beads were resuspended in 5 μl H_2_O and incubated for 5 min at RT before performing the on-bead ligation. Radioactivity should be removed. If radioactivity is still detected, continue in hot-lab area.

#### Ligation of 5′ linker to cDNA (on-bead)

The linker was prepared by heating the linker mix (2 μl L##clip2.0 (10 μM stock) 1 μl 100% DMSO) for 2 min at 75°C and keeping it on ice afterwards for > 1 min. The DNA linker L##clip2.0 has the sequence 5′-/5Phos/NNNNXXXXXXNNNNNAGATCGGAAGAGCGTCGTG/3ddC/-3′, where N’s are the 4-nt and 5-nt random nucleotides from the unique molecular identifier (UMI) and X’s are the 6-nt the sample-specific experimental barcode given in Supplementary Table S1. After adding the linker mix to the bead containing sample, the ligation mixture (2.0 μl 10× RNA Ligase Buffer [with DTT; New England Biolabs], 0.2 μl 0.1 M ATP, 9.0 μl 50% PEG 8000, 0.3 μl H_2_O, 0.5 μl high conc. RNA Ligase [New England Biolabs]) was pipetted on ice. To ensure homogeneity, the ligation-master-mix was mixed by flicking and spinning it down and was subsequently added with the linker-sample-mix. After vigorous stirring, another 1 μl RNA ligase was added to each sample and mixed by stirring. The mixture was incubated at RT at 1,100 rpm overnight.

#### Silane cleanup of linker-ligated cDNA

Per sample, 5 μl MyONE Silane beads were prepared. The MyONE Silane clean-up was performed as described in the previous Silane clean-up step with following modification: After washing the beads in 500 μl RLT, the beads were resuspended in 60 μl RLT buffer and added to the already bead-containing sample. After the precipitation was performed as previously described, the dried beads were resuspended in 22.5 μl H_2_O.

#### First PCR amplification

The PCR mixture (2.5 μl primer mix 1st PCR [P5Solexa_s, 5′-ACACGACGCTCTTCCGATCT-3′ and P3Solexa_s, 5′-CTGAACCGCTCTTCCGATCT-3], 10 μM each, 25 μl Phusion High Fidelity PCR Master Mix [New England Biolabs, M0531S] was prepared and added to the 22.5 μl of sample from the previous step. A 6-cycle PCR was performed in a thermocycler (98°C, 30 s; 6× [98°C, 10 s; 65°C, 30 s; 72°C, 30 s]; 72°C, 3 min; 16°C, hold).

#### First ProNex size selection

In order to remove primer and primer-dimers, a bead-based size selection was performed prior to preparative PCRs. In addition to the samples, 50 μl of ‘Ultra Low Range Ladder’ (ULR, Thermo Fisher Scientific) will be size selected in parallel to monitor ProNex size selection efficiency. ProNex chemistry was adjusted to RT by keeping it for 30 min at RT. 50 μl of ULR-Phusion mix (1.2 μl ULR Ladder, 28.8 μl H_2_O, 30 μl Phusion PCR mastermix [New England Biolabs] and the samples were mixed with 147.5 μl ProNex chemistry. This is a 1:2.95 (v/v) ratio of sample:beads. This was optimized in previous experiments (24). The mixture was mixed ten times by pipetting and incubated for 10 min at RT. The sample-bead mixture was placed on a magnetic stand for 2 min and the supernatant was removed. While leaving the bead on the magnetic stand, 200 μl ProNex wash buffer was added to the sample. The buffer was incubated for 60 s before removal. The washes were repeated for a total of two washes. After removal of the supernatant, the beads were air-dried for 8–10 min (< 60 min) until cracking starts. The beads were eluted in 23 μl H_2_O. After 5 min of incubation, the mixture was returned to the magnetic stand for 1 min and the supernatant was carefully transferred to a new tube. The size selection efficiency was monitored for the ULR sample on a High Sensitivity D1000 TapeStation Kit. For comparison, the selected and unselected ULR Phusion mix was analyzed. The 75-nt/50-nt ladder fragment ratio was compared which should be around 2.5.

#### Optimize PCR amplification

In order to prevent over-amplification of the library, the PCR cycle has to be optimized to a minimum. Therefore, optimize PCR amplification reactions have to be performed for each sample with each 6 and 10 cycles. The PCR mixture (0.5 μl primer mix P5Solexa [5′-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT-3′]/P3Solexa [5′-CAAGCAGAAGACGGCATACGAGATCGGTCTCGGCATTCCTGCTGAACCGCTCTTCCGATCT-3′], 10 μM each, 5 μl Phusion High Fidelity PCR Master Mix [New England Biolabs, M0531S], 3.5 μl water) was added to 1 μl of the pre-amplified library. The PCR reaction was performed in a thermocycler (98°C, 30 s; 6 or 10× (98°C, 10 s; 65°C, 30 s; 72°C, 30 s); 72°C, 3 min; 16°C, hold). 2 μl of the amplified library was run on a High Sensitivity D1000 Kit in a TapeStation system. Repeat this step until libraries are seen without over-amplification.

#### Preparative PCR

From previous results of the PCR cycle optimization, the minimum of PCR cycles was used to amplify }{}$\frac{1}{2}$ of the library. Here, 2.5 times more concentrated cDNA is used, therefore one cycle less is needed than in the preliminary PCR. The PCR mix (8 μl H_2_O, 2 μl primer mix P5Solexa/P3Solexa, 10 μM each, 20 μl Phusion HF Mix [New England Biolabs]) was added to 10 μl cDNA. The PCR was performed in a thermocycler using the same program as in the optimization PCR with the optimized cycle number. 2 μl of the amplified library was run on a High Sensitivity D1000 Kit in a TapeStation system. If the results looked fine, the second half of the library was also amplified and combined with the first half. Finally, the concentration under the peak was determined using TapeStation software, and replicates were combined either in equal molarities or equal volumes.

#### Second size selection by ProNex

Before submitting the samples for sequencing, another round of bead-based size selection was performed to remove residual primers. This ProNex size selection was performed as described above with the following modifications: After ULR preparation, the samples and beads were mixed in a 1:2.4 (v/v) ratio of sample:beads. This was optimized in previous experiments in (24). After the incubation and washing steps, the dried beads were eluted in 20 μl H_2_O. Again, for comparison the selected and unselected ULR Phusion mix was analyzed as described previously. The 100-nt/75-nt ladder fragment ratio should be around 4.5.

### SELECT experiments to validate m^6^A modifications

We used the elongation and ligation-based qPCR amplification method SELECT (29) to independently test for m^6^A modifications at several putative m^6^A sites identified from our miCLIP2 data. Experiments for mESC cells were performed with RNA from mESC WT cells and compared to RNA from mESC *Mettl3* KO cells. Experiments for HEK293T cells were performed with RNA from cells treated with 20 μM METTL3 inhibitor STM2457 (STORM Therapeutics) (28) or DMSO alone as control (see above).

#### Normalization of input RNA

For *Mettl3* KO or METTL3 inhibitor-treated cell lines, the amount of m^6^A is greatly reduced. Due to m^6^A-mediated RNA degradation or stabilization processes, absence of m^6^A may influence the abundance of specific transcripts. To ensure usage of same RNA amounts, Qubit (Thermo Fisher Scientific) with Qubit™ RNA HS Assay Kit (Thermo Fisher Scientific) was used to precisely measure RNA concentrations. To ensure usage of equal amounts of transcripts, qPCR experiments were performed for normalization of input RNA amounts in WT versus m^6^A-depleted cell lines.

#### Elongation and ligation-based qPCR amplification

For the quantitative real-time PCR (qPCR)-based validation of a presumed m^6^A site (termed X site), two primers (Up and Down primer) were designed flanking the site of interest. To precisely measure RNA concentrations before each experiment, Qubit™ RNA HS Assay Kit (Thermo Fisher Scientific) was used. An influence of m^6^A on transcript stability may lead to a difference in transcript abundance upon *Mettl3* KO. Therefore, qPCR for the respective transcript was performed and the amount of total RNA for each SELECT experiment was normalized. To further monitor usage of equal amounts of input material, an Up and Down primer were designed flanking an adjacent nucleotide (termed N site). N sites between X-8 and X+4 were used as input control. According to the previously published SELECT method, 20 ng of poly(A)+ RNA was used per experiment. The RNA was mixed in a total volume of 17 μl in 1xCutSmart buffer containing 40 nM Up primer, 40 nM Down primer and 5 μM dNTPs. The RNA and primers were annealed by incubation in a thermocycler (90°C to 40°C with a decrease of –10°C after 1 min, then left at 40°C for 6 min). 0.02 U Bst 2.0 DNA polymerase, 0.5 U SplintR ligase and 10 nmol ATP in a volume of 3 μl in 1× CutSmart buffer was added and incubated at 40°C for 20 min. After denaturation at 80°C for 20 min, the mixture was kept at 4°C. Using the Applied Biosystems ViiA7 Real-Time PCR system, qPCR was performed. The 20 μl qPCR reaction mixture contained 2 μl of the final reaction mixture after denaturation, 0.2 nM per qPCR primer, 2x Luminaris HiGreen Lox Rox (Thermo Fisher Scientific) and ddH_2_O. The quantitative qPCR reaction condition was run as follows: 95°C, 5 min; (95°C, 10 s; 60°C, 35 s) x 40 cycles; 95°C, 15 s; 60°C, 1 min; 95°C, 15 s (collect fluorescence at a ramping rate of 0.05°C/s); 4°C hold. qPCR data analysis was performed using QuantStudio Real-Time PCR Software v1.3. All experiments were performed in three technical replicates (separate SELECT reactions). Oligonucleotides used for SELECT are listed in Supplementary Table S2.

### RT-PCR quantification of intron retention isoforms

Reverse transcription followed by polymerase chain reaction (RT-PCR) was performed to validate changes in isoform frequencies of selected transcripts (*Ythdc1*, *Mif4gd*) comparing *Mettl3* KO and WT mESCs. Cells were grown on irradiated CF1 mouse embryonic fibroblasts (A34181, Gibco) under normal FCS/LIF conditions, as described before (27). Total RNA was isolated from feeder-depleted mESCs using the RNeasy Plus Kit after removal of genomic DNA with gDNA eliminator columns (Qiagen). Random hexamer primers were used to reverse transcribe 1 μg of total RNA into cDNA using the RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific) in a thermocycler at 65°C for 5 min, 25°C for 5 min, 42°C for 60 min, 45°C for 10 min, and 70°C for 5 min. Three-primer PCR reactions were performed with One*Taq* DNA Polymerase (New England Biolabs) in a 25 μl reaction, according to the recommended protocol, using 0.5 μl cDNA as template, a shared forward primer located in the upstream exon and two isoform-specific reverse primers in the intron (IR) and the downstream exon (spliced), respectively. All three primers were used in a final concentration of 200 nM each, rendering the shared primer as a rate-limiting factor in the reaction. Primer sequences were: Ythdc1_shared (5′-CCATCCCGTCGAGAACCAG-3′), Ythdc1_IR (5′-CCAACGTGACCATGTGAAATCC-3′), Ythdc1_exonic (5′-TGGTCTCTGGTGAAACTCAGG-3′), Mif4gd_shared (5′-CCTGAGAGTCTGAGCAGGGA-3′), Mif4gd_IR (5′-AAGCCTTGGCCTCTATGTGC-3′) and Mif4gd_exonic (5′-AGCCGTCCCGGATTAGGATA-3′). The PCR reaction was carried out in a thermocycler at 94 °C for 30 s, 30 cycles of [94°C for 30 s, 55°C (*Mif4gd*) or 54°C (*Ythdc1*) for 1 min, 68°C for 1 min] and final extension at 68°C for 5 min. PCR products were analyzed by capillary gel electrophoresis on the TapeStation 2200 system using D1000 ScreenTapes (Agilent) according to the manufacturer's recommendations. Band intensities were quantified using the TapeStation Analysis Software and frequency was calculated as the relative proportion of IR and spliced transcript abundance.

### miCLIP2 read processing

Multiplexed miCLIP2 libraries were sequenced as 91-nt or 92-nt single-end reads on an Illumina NextSeq500 sequencing system including a 6-nt sample barcode as well as 5-nt+4-nt unique molecular identifiers (UMIs).

Initial data processing was done as described in Chapters 3 and 4.1 of (30) for iCLIP data. In short, after checking the sequencing qualities with FastQC (v0.11.8) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and filtering reads based on sequencing qualities (Phred score) of the barcode region (FASTX-Toolkit v0.0.14) (http://hannonlab.cshl.edu/fastx_toolkit/), seqtk v1.3 (https://github.com/lh3/seqtk/), reads were de-multiplexed based on the experimental barcode (positions 6 to 11 of the reads) and adapter sequences were removed from the read ends (Flexbar v3.4.0) (31). UMIs were trimmed as well and added to the read names. Reads shorter than 15 nt were removed from further analysis. Individual samples were then mapped to the respective genome (assembly version GRCh38.p12 for all human samples, GRCm38.p6 for all mouse samples) and its annotation (GENCODE release 31 for all human samples, GENCODE release M23 for all mouse samples) (32) using STAR (v2.7.3a) (33). When running STAR (with parameter - -outSAMattributes All), up to 4% mismatches were allowed per read, soft-clipping was prohibited on the 5′ end of reads and only uniquely mapping reads were kept for further analysis. Following mapping, sorted BAM files were indexed (SAMtools v1.9) (34) and duplicate reads were removed (UMI-tools v1.0.0) (35). Reads were defined duplicates if their 5′ ends map to the same position and strand in the genome and they have identical UMIs.

After removing duplicates, all mutations found in reads were extracted using the Perl script parseAlignment.pl of the CLIP Tool Kit (CTK, v1.1.3) (36). The list of all found mutations specifies the mutations, their locations in the genome as well as the names of the reads in which they were found. The list was filtered for C-to-T mutations using basic Bash commands and kept in BED file format as described in (37). Based on the filtered list of C-to-T mutations, de-duplicated reads were separated into two BAM files holding reads with and without C-to-T mutation, respectively, using SAMtools and basic Bash commands. The BAM file of reads without C-to-T mutation was transformed to a BED file using bedtools bamtobed (BEDTools v2.27.1) (38) and considering only the 5′ mapping position of each read. Afterwards, the BED file was sorted and summarized to strand-specific bedGraph files which were shifted by one base pair upstream (since this nucleotide is considered as the cross-linked nucleotide) using bedtools genomecov (BEDTools v2.27.1). Similarly, the BED files of C-to-T mutations were also sorted and summarized to strand-specific bedGraph files using bedtools genomecov. Finally, all bedGraph files were transformed to bigWig track files using bedGraphToBigWig of the UCSC tool suite (v365) (39**)**.

The code for miCLIP2 data processing as described here is available from two recent data analysis publications (30,37).

### Peak calling, transcript assignment and relative signal strength

BAM files with reads without C-to-T mutation were used for peak calling with PureCLIP (v1.3.1) (40) individually on each replicate for each condition. PureCLIP significant sites per replicate were then filtered for presence in at least two replicates for a given condition (PureCLIP peaks in Supplementary Table S1). For assigning a host gene to each PureCLIP peak, transcript annotations were taken from GENCODE (release 31, GRCh38.p12 for human and release M23, GRCm38.p6 for mouse), and filtered for a transcript support level ≤ 3 and support level ≤ 2. For overlapping transcripts, the longest annotation was chosen. We next assigned the miCLIP2 peaks to the transcripts.

In order to calculate the relative signal strengths of all peaks within a transcript, we calculated the mean number of truncation events for all peaks in the same transcript. Then, we divided the individual truncation read number of each peak by the mean of the peak strength in the corresponding transcript, leading to a value representing the relative peak strength.

### Differential methylation analysis to identify Mettl3-dependent m^6^A sites

Similar to iCLIP, the miCLIP2 signal is strongly influenced by the underlying transcript abundance (41,42). Therefore, when applying DESeq2 (43) collectively to all peaks (*one-run*), any change of transcript abundance will lead to incorrect fold change and FDR estimations, resulting in false positive calls in down-regulated genes. We tested four different approaches to overcome this, namely separately running DESeq2 on peaks of individual genes (*gene-wise*) or groups of genes with similar abundance change (*bin-based*), by building a combined DESeq2 model on peak signals and transcript counts using interaction terms (*2-factor*) as well as by using DEXSeq (*dexseq-run*) (44) instead of DESeq2. The different approaches are explained in more detail in the Supplementary Material. The best performance was seen for the *bin-based* approach, which was used for all following analyses.

### Training and evaluation of the machine learning model m6Aboost

Based on the log_2_-transformed fold change (log2FC) and the false discovery rate (FDR) from the *bin-based* differential methylation analysis between WT and *Mettl3* KO cells, we used peaks at A to compile a positive (log_2_FC < 0, FDR ≤ 0.01; *n* = 11,707) and negative (log_2_FC ≥ 0, FDR > 0.5; *n* = 42,090) set. Both were combined and then randomly split into a training set (80%) and an independent test set (20%). We then extracted 27 features, including the nucleotide sequence in a 21-nt window around the central A, the transcript region as well as the relative signal strength (log_2_) and the number of associated C-to-T transitions (log_2_). We initially tested three different machine learning algorithms (AdaBoost, support vector machine [SVM], random forest) and evaluated their performance based on precision-recall curves and area under the curve (AUC) as well as by comparing F1-score, Matthews correlation coefficient (MCC), precision, accuracy, sensitivity and specificity on the independent test set. Based on these measures, we selected the AdaBoost-based predictor, which we named m6Aboost (see Supplementary Material, Section B for details).

### RNA-seq read processing

RNA sequencing (RNA-seq) libraries were sequenced on an Illumina NextSeq500 as 84-nt single-end reads, yielding 31–35 million reads per sample. Basic sequencing quality checks were applied to all reads using FastQC (v0.11.8) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were mapped to the mouse genome (assembly version GRCm38.p6) and its annotation based on GENCODE release M23 using STAR (v2.6.1b) (33). When running STAR, up to 4% mismatches were allowed per read and only one location was kept for multi-mapping reads. Coverage tracks for visualization were obtained by merging BAM files for each condition using SAMtools (v1.11). Coverage was calculated with bamCoverage (v3.5.0) from the deepTools suite (45) using RPGC normalization and - -effectiveGenomeSize calculated by faCount of the UCSC tool suite (v377).

For differential gene expression analysis, mapped reads were counted with htseq-count (v0.12.4, -s reverse) (46) into gene annotation based on GENCODE release M23. Differential expression analysis was performed with DESeq2 (v1.30.0) (43) using the method ‘apeglm’ for shrinkage of log_2_-transformed fold changes.

Intron retention (IR) analysis was done with IRFinder (v1.3.0) (47) using built-in script analysisWithLowReplicates.pl for differential analysis (48). We adapted some built-in filtering steps by overwriting line 179 of analysisWithLowReplicates.pl into:

*my $ok = ($pA[8] > 0 || $pB[8] > 0) && ($pA[19] > 0 || $pB[19] > 0) && separatedAB(\@repsIR, $repsA, $repsB);*

and line 186 into:

*if (($pA[8] > 0 || max($pA[16],$pA[17]) > 0) && ($pB[8] > 0 || max($pB[16],$pB[17]) > 0)) {*

For downstream analysis, IR events were filtered for IRratio ≥ 0.03 in at least one condition and mean IntronDepth ≥ 3. *P* values were corrected using Benjamini-Hochberg adjustment.

### Overlap with MAZTER-seq

Processed MAZTER-seq data from (21) were downloaded from Gene Expression Omnibus (GEO) via accession number GSE122956. The m^6^A sites therein were filtered for a difference in MazF cleavage efficiency > 0.1 between WT and *Mettl3* KO, yielding a total of 580 reliably identified m^6^A sites from mESC cells. Two hundred of these (34.5%) overlapped at single-nucleotide resolution with the 4,464 predicted m^6^A sites at ACA from our mESC miCLIP2 data.

### YTHDF1 iCLIP processing and overlap with predicted m^6^A sites

YTHDF1 iCLIP reads were quality filtered and processed as in Busch *et al.* (30), used tools versions are as described above for miCLIP2. For peak calling with PureCLIP (40) reads from the four replicates were merged. Resulting peaks were filtered to be present in at least two out of four replicates. To generate binding sites, peaks closer than 4 nt were merged, allowing no overlapping binding sites. Finally, binding sites were centred at the position with the highest truncation read number as described in (30). All predicted m^6^A sites were aligned and spanned with a 21-nt window to count the presence of YTHDF1 binding sites in that area.

## RESULTS

### The miCLIP2 protocol allows profiling of m^6^A RNA modifications

In order to allow for deep m^6^A profiling, we combined the miCLIP procedure with our recently optimized iCLIP2 protocol, termed miCLIP2 (Figure 1A) (17,24). Experiments were performed with poly(A)+ RNA from mouse embryonic stem cells (mESCs). We first performed two consecutive rounds of poly(A)+ RNA enrichment for total RNA samples (Supplementary Figure S1A) and optimized the RNA fragmentation time required for each sample (Supplementary Figure S1B). The RNA was then incubated with an m^6^A-specific antibody (Synaptic Systems), which was previously shown to yield highest truncation efficiency in miCLIP experiments (Figure 1A) (17). After optimizing UV irradiation (254 nm twice with 150 mJ/cm² strength; Supplementary Figure S1C), crosslinked antibody-RNA complexes were immunoprecipitated using protein A beads. Co-purified RNAs were 3′dephosphorylated with T4 polynucleotide kinase (PNK) prior to first adapter ligation (L3-APP) and radioactive labelling. After SDS-PAGE gel and transfer, the respective nitrocellulose membrane fragment was excised (Supplementary Figure S1D). Transferred RNA was recovered by proteinase K treatment, leaving a polypeptide at the crosslinking site. Reverse transcription generally truncates at this polypeptide, thus encoding the positional information about m^6^A sites within resulting cDNA fragments (17,49). The residual readthrough events usually incorporate C-to-T transitions (17), which provide additional confidence for truncation-identified crosslink sites (see below). After bead-based clean-up and second linker ligation, a pre-amplification PCR (6 cycles) was employed to minimize loss of information by potential material loss in the following steps. This was followed by size selection to remove primer dimers and a second PCR which was optimized for a minimal number of PCR cycles to obtain sufficient material for sequencing (here 11 cycles). After a second size selection to remove remaining primers, the library was subjected to high-throughput sequencing (Supplementary Figure S1E).

**Figure 1.**
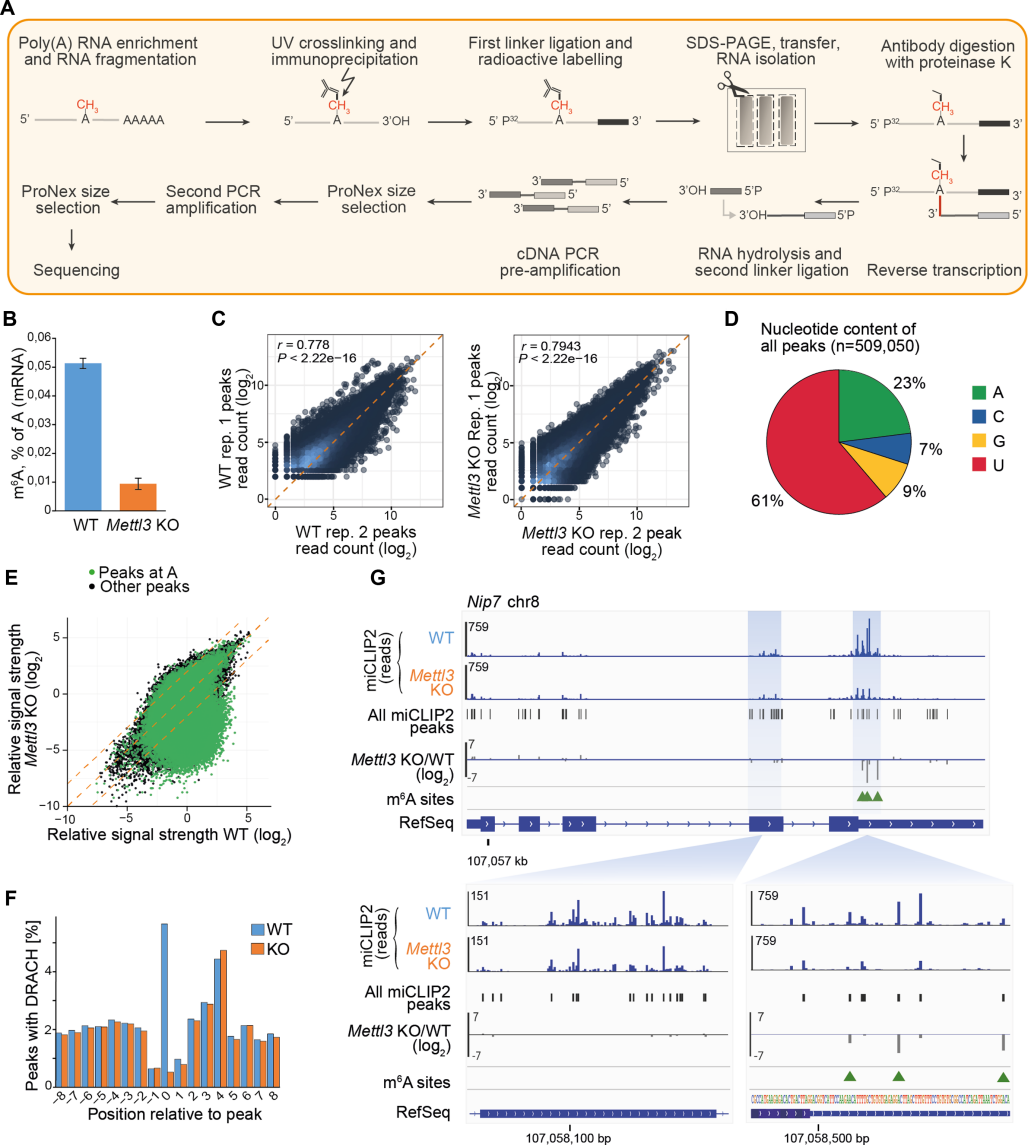
The optimized miCLIP2 protocol produces high complexity libraries with high reproducibility. (**A**) An overview of the miCLIP2 protocol. (**B**) mESC *Mettl3* KO cells show a significant depletion of m^6^A on mRNAs. m^6^A levels measured by liquid chromatography-tandem mass spectrometry (LC-MS/MS) for poly(A)+ RNA from WT and *Mettl3* KO mESCs. Quantification of m^6^A as percent of A in mRNA. Error bars indicate standard deviation of mean (s.d.m.), *n* = 3. (**C**) miCLIP2 data are highly reproducible between replicates. Pairwise comparison of the miCLIP2 truncation reads within peaks from two miCLIP2 replicates from WT and *Mettl3* KO mESCs. Pearson correlation coefficients (*r*) and associated *P* values are given. Additional replicates are shown in Supplementary Figure S2A. (**D**) Most peaks are located at uridines and adenines. Pie chart representing the nucleotide distribution of all miCLIP2 WT peaks. (**E**) The majority of peaks are unchanged in a *Mettl3* KO miCLIP2 experiment, indicating high background signal. Scatterplot of the log_2_-transformed relative signal strength (corrected for transcript abundance) of all miCLIP2 peaks in WT and *Mettl3* KO mESC. Peaks located at an A are highlighted in green. Dotted lines indicate diagonal and 4-fold change. (**F**) DRACH motifs are enriched at miCLIP2 WT peaks. Metaprofile of DRACH motifs around aligned miCLIP2 peaks (position 0). Percentage of DRACH motifs (counted at position of A within DRACH) around the miCLIP2 peaks of WT and *Mettl3* KO mESCs are shown. (**G**) *Mettl3* KO miCLIP2 signal is reduced at specific positions in the *Nip7* 3′ UTR. Genome browser view of miCLIP2 data (blue) from WT and *Mettl3* KO mESCs and fold change between conditions (grey). Identified miCLIP2 peaks (black bars) and m6Aboost-predicted m^6^A sites (green arrowheads) are given. Zoom-ins (bottom) show more detailed views of an exonic region without m^6^A sites and a 3′ UTR region with three m^6^A sites.

### The majority of miCLIP2 peaks are not sensitive to *Mettl3* KO

In order to test whether miCLIP2 peaks are dependent on Mettl3, we performed miCLIP2 experiments (*n* = 3 replicates) from wild-type (WT) as well as *Mettl3* knockout (KO) mESCs. The latter lack the primary m^6^A methyltransferases Mettl3 and hence, lost most of m^6^A mRNA methylation (Figure 1B) (27,50). Reads with C-to-T transitions (6%) were removed for later usage (Supplementary Table S1). The remaining reads corresponded to a total of 261 million putative truncation events (Supplementary Table S1). Peak calling on the data from WT mESC cells identified > 500,000 peaks that exceeded the local background signal (peaks on all samples are reported in Supplementary Table S1). The number of truncation events in called peaks were highly reproducible between replicates (Figure 1C and Supplementary Figure S2A). To allow for quantitative comparisons between transcripts, we calculated the relative signal strength of all peaks, which was independent of the underlying transcript abundance (see Materials and Methods; Supplementary Figure S2B).

Analysis of the underlying sequence showed that most peaks resided on uridine rather than adenosine and only 25% of these adenosines were part of a DRACH motif (Figure 1D–G), reflecting UV crosslinking biases and limited antibody specificity as reported previously (20,21). Nevertheless, the strongest peaks frequently coincided with AC and were located precisely on the A nucleotide (Supplementary Figure S2C). We noted an additional enrichment of AC downstream of the peaks. However, these particular peaks did not harbor a DRACH motif and their signal was not reduced in the *Mettl3* KO, indicating that they are part of the unspecific background signal of the employed antibody or m^6^A sites independent of Mettl3 (Supplementary Figure S2C). Importantly, peaks at A, AC and DRACH motifs were specifically lost in the *Mettl3* KO, supporting that miCLIP2 detects Mettl3-dependent m^6^A modifications (Figure 1E–G and Supplementary Figure S2D). In addition to the putative m^6^A sites, we observed an accumulation of miCLIP2 truncation events at transcript start sites which did not respond to the *Mettl3* KO (Supplementary Figure S2E and F). This likely reflected the related RNA modification N6,2′-O-dimethyladenosine (m^6^Am) which is known to reside at 5′ cap structures and is also recognized by the m^6^A-specific antibody (17). Overall, the high amount of nonspecific background and cross-reactivity in the miCLIP2 data required more precise measures to define true Mettl3-dependent m^6^A sites.

### Differential methylation analysis detects Mettl3-dependent m^6^A sites at DRACH and non-DRACH motifs

In order to learn about the features of genuine m^6^A sites in the miCLIP2 data, we sought to extract all miCLIP2 peaks that significantly changed in the *Mettl3* KO mESCs. However, changes at individual peaks were overshadowed by massive shifts in gene expression in *Mettl3* KO cells, with more than 2,809 genes altered at least 2-fold in comparison to WT mESCs (false discovery rate [FDR] ≤ 0.01; Figure 2A). These massive shifts in the underlying transcript abundances meant that miCLIP2 read counts at individual peaks could not be compared directly. In order to overcome this shortcoming, we tested several strategies for differential methylation analysis to account for the substantial gene expression changes in the *Mettl3* KO cells (see Supplementary Material, Section A). Best performance was achieved with the *bin-based* approach, in which genes were stratified according to their expression change upon *Mettl3* KO (Figure 2B and Supplementary Figure S3A-C). All miCLIP2 peaks within the genes of the same bin, i.e., with a similar change in gene expression, were then tested collectively using DESeq2 (43) (see Supplementary Material, Section A). As expected, the changing peaks almost exclusively showed a loss of miCLIP2 signal in the *Mettl3* KO (Figure 2C), and 85.3% of these downregulated peaks were located at A (Figure 2D), supporting that our differential methylation analysis enriched for m^6^A sites. From these, we compiled a stringent set of 11,707 sites at A with reduced signal in the *Mettl3* KO (log_2_-transformed fold change [log2FC] < 0, FDR ≤ 0.01), which served as ‘positive set’ of true m^6^A sites in the following analyses (see Supplementary Material, Section A). As previously described, the positive sites accumulated nearby stop codons and in 3′ UTRs, and the underlying sequences resembled the DRACH motif (16,51) (Figure 2E and F), supporting that they indeed represented Mettl3-dependent m^6^A sites. For comparison, we selected a ‘negative set’ of 42,090 peaks that were also located at A but unchanged or even mildly increased upon *Mettl3* KO (log2FC ≥ 0, FDR > 0.5) and hence represented the nonspecific background in the data.

**Figure 2.**
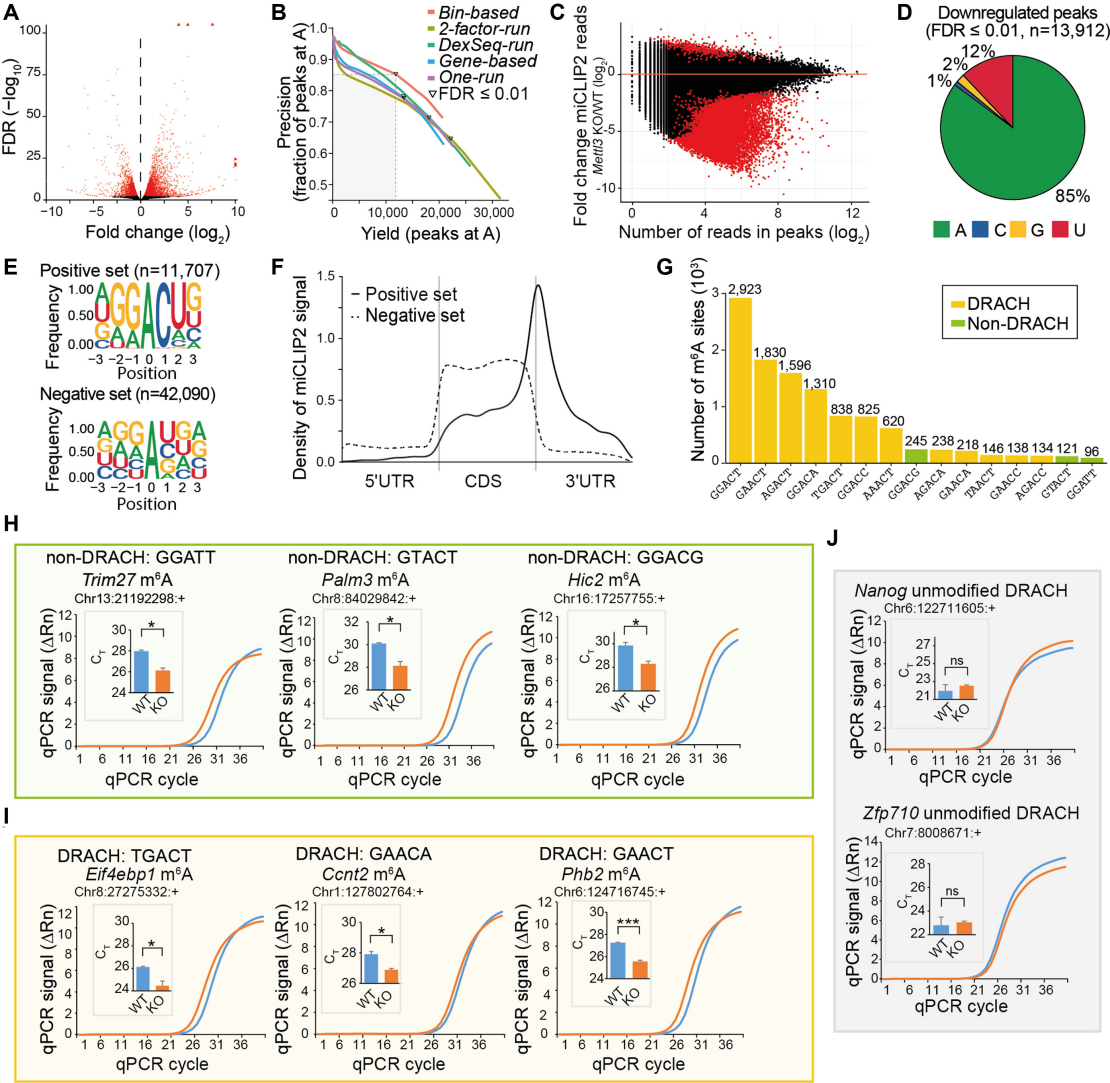
Differential peak analysis allows to identify true m^6^A sites from miCLIP2 data. (**A**) *Mettl3* KO causes drastic changes in gene expression. Volcano plot shows negative log_2_-transformed fold change (log2FC) of gene expression between *Mettl3* KO and WT against log_10_-transformed false discovery rate (FDR). Significantly changing genes are highlighted in red (FDR ≤ 0.01). (**B**) The *bin-based* approach for differential methylation analysis outperforms other tested strategies. Number of identified peaks at A (x-axis) and fraction of peaks at A (y-axis) are given for different approaches (see Supplementary Material, Section A). Curves were generated by step-wise increases in stringency (FDR). FDR ≤ 0.01 is marked for each approach. (**C**) Most changing peaks go down upon *Mettl3* KO. Comparison of log2FC in miCLIP2 signal per peak between *Mettl3* KO and WT (y-axis) against reads per peak (log_2_-transformed, x-axis). Significantly regulated peaks are highlighted in red (|log_2_FC| > 1, FDR ≤ 0.01). (**D**) Most significantly downregulated peaks are located at adenosines. Pie chart represents nucleotide distribution of downregulated peaks. (**E**) Sequence motifs of peaks in the positive (top) and negative (bottom) set. Logos show relative frequency of nucleotides at positions –3 to +3 around central A. (**F**) Peaks in the positive set accumulate around stop codons. Density plot shows distribution of peaks in scaled transcript regions. UTR, untranslated region, CDS, coding sequence. (**G**) The most frequent pentamers include non-DRACH motifs. Number of peaks (positive set) located at specific pentamer at DRACH (orange) and non-DRACH (olive) motifs. (**H–J**) Selected m^6^A sites were validated by SELECT experiments. Exemplary real-time fluorescence amplification curves (normalized reporter value, ΔRn) and quantifications of threshold cycle (C_T_) values (technical replicates) for mESC WT versus *Mettl3* KO samples are shown for m^6^A sites at non-DRACH (H) and DRACH (I) motifs as well as unmodified DRACH motifs with a miCLIP2 peak (J). Neighboring unmodified A nucleotides as control for each tested site are given in Supplementary Figure S3D. *** *P* value < 0.001, * *P* < 0.05, ns, not significant, two-sided Student's *t*-test, *n* = 3.

Among the DRACH motifs identified in the positive set, the most frequent pentamer was GGACT, followed by GAACT and AGACT (17) (Figure 2G). Surprisingly, however, we also detected 741 m^6^A sites (6.3%) at non-DRACH motifs (non-DRACH m^6^A). While most of these non-DRACH motifs still contained the AC dinucleotide (52), some also diverged from this, such as GGATT (Figure 2G). We used SELECT (single‐base elongation‐ and ligation‐based qPCR amplification) (29) as an orthogonal antibody-independent m^6^A detection method to test the reliability of our approach. To this end, we compared SELECT qPCR amplification curves from WT versus *Mettl3* KO samples for an exemplary non-DRACH m^6^A site from the positive set, located in the last exon of the *Trim27* gene (A at position chr13:21192298:+, GGATT). Indeed, we detected Mettl3-dependent methylation at A in the GGATT motif, reflected in a reduced efficiency of the qPCR amplification when the m^6^A mark is present (Figure 2H). As a control, we tested an adjacent A in the same gene (position chr13:21192294:+), which remained unchanged upon *Mettl3* KO (Supplementary Figure S3D). We similarly validated two out of two additional non-DRACH m^6^A sites in the genes *Palm3* (chr8:84029842:+, GTACT) and *Hic2* (chr16:17257755:+, GGACG) (Figure 2H and Supplementary Figure S3D). For comparison, we also confirmed three out of three m^6^A sites at *bona fide* DRACH motifs in the genes *Eif4ebp1* (chr8:27275332:+, TGACT), *Ccnt2* (chr1:127802764:+, GAACA) and *Phb2* (chr6:124716745:+, GAACT) (Figure 2I and Supplementary Figure S3D).

DRACH motifs were also present at 1,043 peaks (2.5%) in the negative set. The miCLIP2 signal at these peaks did not decrease in the *Mettl3* KO, indicating that the antibody may show a residual background activity against the DRACH motif itself. SELECT experiments for two out of two selected sites in the genes *Nanog* (chr6:122711605:+) and *Zfp710* (chr7:8008671:+) confirmed that the respective A indeed did not carry an N6-methyl modification (Figure 2J).

All together, we defined a positive set of > 10,000 m^6^A sites, that are modified in a Mettl3-dependent manner. In addition to canonical DRACH motifs, we identified a fraction of m^6^A modifications at non-DRACH motifs which show the same characteristics and Mettl3 dependency as m^6^A sites at DRACH motifs.

### Machine learning allows to reliably predict m^6^A sites from miCLIP2 data

To allow for m^6^A detection independently of an accompanying KO dataset, we built a predictive machine learning model to discriminate true m^6^A sites from background signal in the miCLIP2 data (Figure 3A). For model training, we combined the positive (*n* = 11,707) and negative (*n* = 42,090) sets identified in the differential methylation analysis upon *Mettl3* KO. The unbalanced setup was chosen to reflect the predominance of nonspecific background in the miCLIP2 data (Figure 1D–G). We randomly split the data into a training set (80%) and an independent test set (20%). The input variables for training included 10-nt flanking nucleotide sequence to either side of A, the transcript region and the relative signal strength. We further added, as orthogonal information, the number of coinciding C-to-T transitions in the read-through reads, which we initially removed from the data (Figure 3B, see Supplementary Material, Section B).

**Figure 3.**
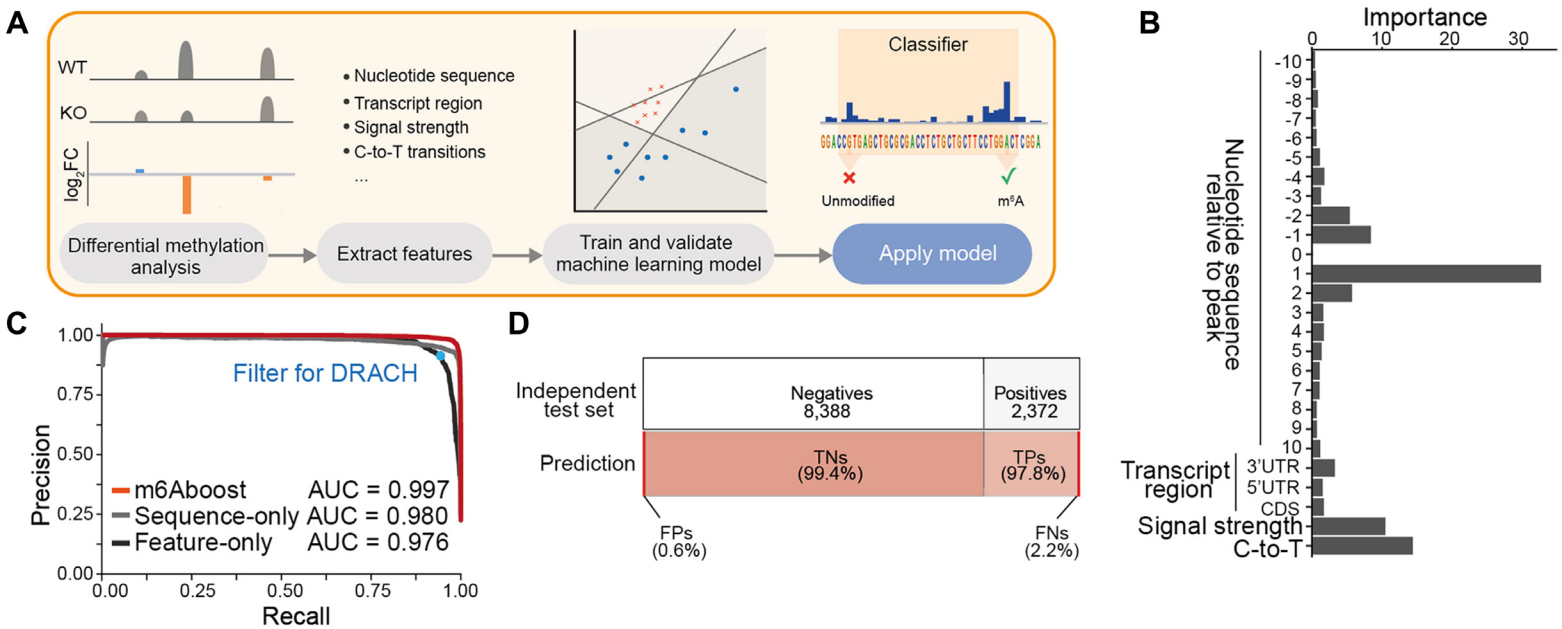
The machine learning classifier m6Aboost reliably predicts m^6^A sites from miCLIP2 data. (**A**) Overview of the machine learning approach. First, miCLIP2 WT and *Mettl3* KO datasets are analyzed for differential methylation to identify Mettl3-dependent m^6^A sites. The resulting positive and negative sets are used to extract features and train a machine learning classifier. The model is validated on an independent test set. Finally, the model can be applied to new miCLIP2 datasets to classify the miCLIP2 peaks as modified m^6^A sites versus unmodified background signal. (**B**) Highest informative content lies in the nucleotide sequence, the relative signal strength of the peak and the number of C-to-T transitions. Bar plot shows the features used for m6Aboost prediction and their associated importance ranking. UTR, untranslated region, CDS, coding sequence. (**C**) m6Aboost outperforms baseline models trained only on sequence (sequence-only) or experimental features (feature-only). Precision-recall curve shows performance of m6Aboost compared to baseline models with the corresponding area under the curve (AUC). Precision and recall when solely filtering for DRACH motifs are shown for comparison (blue dot). (**D**) m6Aboost achieves 99% accuracy on an independent test set. Bars visualize composition of independent test set (*n* = 10,760) from positive (22%) and negative (78%) peaks (top) and the resulting m6Aboost predictions (bottom). In total, 10,658 peaks (99%) were correctly predicted, while 102 peaks were misclassified. TNs, true negatives, TPs, true positives, FNs, false negatives, FPs, false positives.

We tested three different machine learning algorithms, which consistently reached high predictive accuracy (support vector machine, random forest, and adaptive boosting [AdaBoost]; Supplementary Figure S4A–E, see Supplementary Material, Section B). Following a series of benchmarks, we chose the AdaBoost-based predictor, which we named m6Aboost. AdaBoost is a boosting ensemble algorithm that weights the input for each iteration by the misclassification errors from previous iterations, and thereby improves the accuracy of the final predictions (53). The error rate of m6Aboost on the independent test set reached 0.99%, with > 99% area under the curve (AUC) in a precision–recall curve (Figure 3C and Supplementary Figure S4A and D). Evaluation on an independent test set showed that 99% of sites were correctly classified (Figure 3D). The performance was confirmed by five-fold cross-validation (Supplementary Figure S4C). The highest informative content was attributed to the immediate sequence around the modified A nucleotide, the relative signal intensity of peaks, and orthogonal information on C-to-T transitions (Figure 3B). Baseline models trained only on sequence information (position –10 to +10; ‘sequence-only’) or experimental features (relative signal strength, C-to-T transitions, and transcript region; ‘feature-only’) achieved worse classification results (Figure 3C), supporting that both types of features are required for optimal performance. Consistently, our m6Aboost outperformed a simple filter for DRACH motifs (Figure 3C, blue dot).

### m6Aboost predicts m^6^A sites also in lowly expressed transcripts

To test the algorithm on a complete miCLIP2 dataset, we applied m6Aboost to all peaks on A nucleotides in the mESC WT miCLIP2 data (*n* = 117,142). In total, m6Aboost extracted 25,456 putative m^6^A sites in 9,363 genes (Figure 4A). These included 11,548 sites from our initial positive set (98.6% of positive set) plus 13,908 additional m^6^A sites. The latter were enriched in lowly expressed genes and most likely failed to reach significance in the differential methylation analysis due to low read counts (Supplementary Figure S4F). The miCLIP2 signal in all sites coherently went down in the *Mettl3* KO (94% with log_2_FC < –1; Figure 4B), supporting that they are indeed true m^6^A sites.

**Figure 4.**
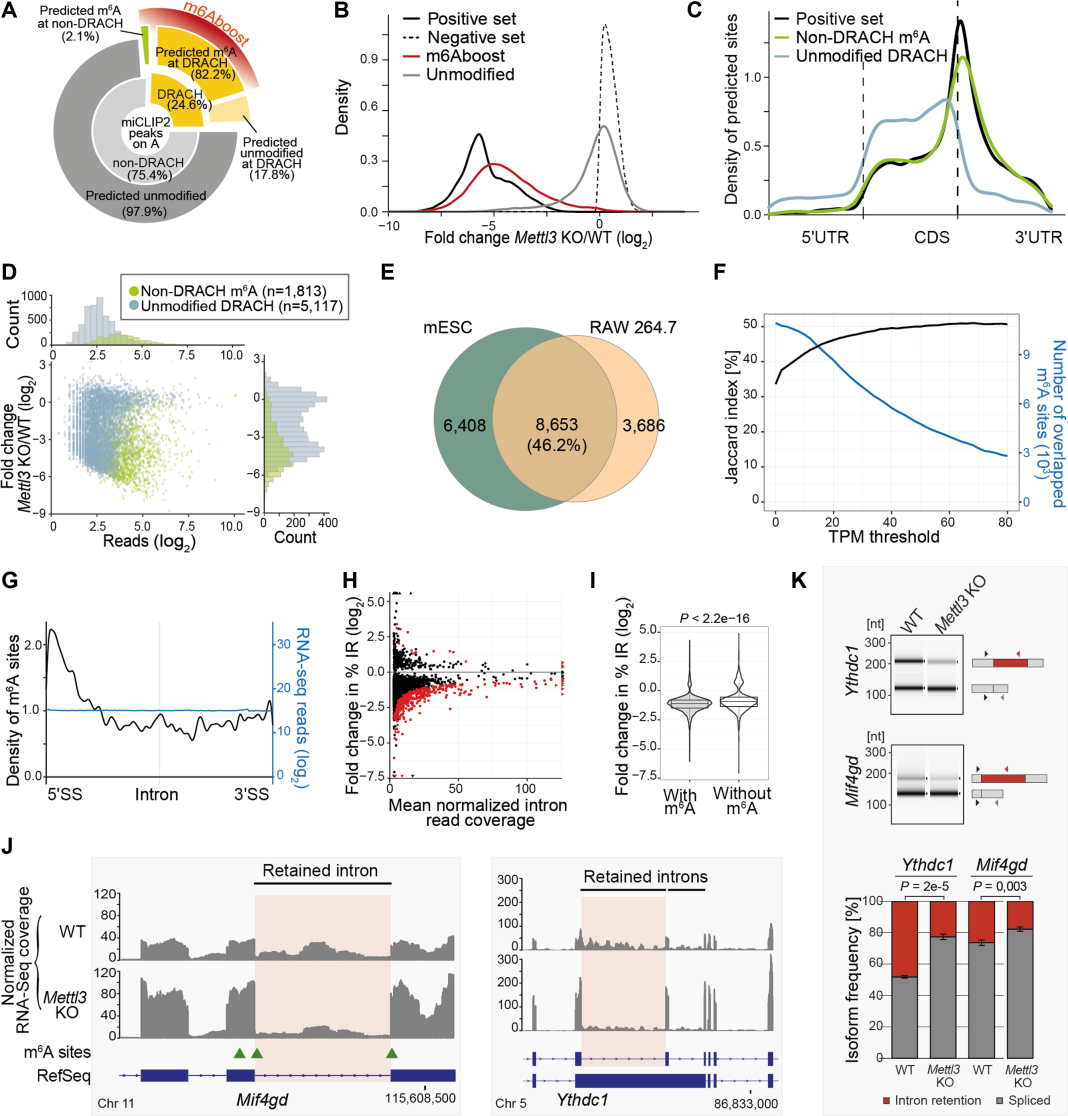
m^6^A sites occur at non-DRACH motifs and accumulate in retained introns. (**A**) m6Aboost predicts m^6^A sites at DRACH and non-DRACH motifs in mESC WT miCLIP2 data. Inner circle of donut chart shows occurrence of DRACH (*n* = 28,760, 24.6%) and non-DRACH (*n* = 88,382, 75.4%) motifs for all miCLIP2 peaks at A. Outer circle shows m6Aboost prediction results (marked in red) with 23,643 m^6^A sites and 5,117 unmodified sites at DRACH (82.2% and 17.8%, respectively, of all peaks at DRACH) as well as 1,813 m^6^A sites and 86,569 unmodified sites at non-DRACH (2.1% and 97.9%, respectively, of all peaks at non-DRACH). (**B**) Predicted m^6^A sites (*n* = 25,456) go down upon *Mettl3* KO, whereas predicted unmodified sites (*n* = 91 686) remain unchanged. Density plot shows distribution of log_2_-transformed fold changes in miCLIP2 signal between *Mettl3* KO and WT samples. Positive and negative set are shown for comparison. (**C**) m^6^A sites at non-DRACH motifs (*n* = 1,813) show a similar accumulation at stop codons as the positive set. Visualization as in Figure 2F. (**D**) m6Aboost predicts that not all peaks at DRACH motifs are m^6^A sites. Scatter plot and histograms show fold change in miCLIP2 signal (log_2_-transformed, y-axis) against number of reads per peak (log_2_-transformed, x-axis) for 5,117 peaks at DRACH motifs (light blue) that are predicted to be unmodified by m6Aboost. Predicted m^6^A sites at non-DRACH motifs (olive) are shown for comparison. (**E**) Most m^6^A sites are shared between two mouse cell lines. Venn diagram shows overlap of predicted m^6^A sites in expressed genes (TPM ≥ 20, *n* = 4,490) from mESC WT and RAW 264.7 cells. Venn diagram without expression filter is shown in Supplementary Figure S5E. (**F**) Overlap of m^6^A sites between two mouse cell lines increases in higher expressed genes. TPM threshold representing the gene expression (x-axis) against the Jaccard index (y-axis). Numbers of overlapping m^6^A sites are shown as comparison (blue). (**G**) m^6^A sites accumulate towards the 5′ splice sites of introns. Metaprofile shows density of m^6^A sites along scaled introns (*n* = 3,509 m^6^A sites on 1,465 different introns). Coverage of RNA-seq reads on the same introns is shown for comparison (blue). SS, splice site. (**H**) Intron retention (IR) is globally reduced in the *Mettl3* KO cells. Scatter plot shows fold change in relative IR (%IR, y-axis) against mean normalized RNA-seq reads on the introns across all samples (x-axis) for 4,925 measured IR events. 401 significantly changed IR events are highlighted in red (FDR ≤ 0.05). (**I**) Introns harboring m^6^A sites show a significant trend towards IR reduction. Violin plot compares fold changes in %IR for retained introns with (*n* = 4,098) and without (*n* = 827) m^6^A sites. *P* value < 2.22e–16, Wilcoxon rank-sum test. (**J**) IR is reduced in the *Mif4gd* and *Ythdc1* transcripts. Genome browser views of RPGC-normalized RNA-seq coverage are shown for merged replicates from WT and *Mettl3* KO mESCs. Predicted m^6^A sites are indicated with green arrowheads. IR events validated in (K) are highlighted. (**K**) Frequency of *Ythdc1* and *Mif4gd* IR isoforms is lower in *Mettl3* KO mESCs. Semiquantitative three-primer RT-PCR to quantify isoform frequencies in WT and *Mettl3* KO cells, with shared forward and isoform-specific reverse primers displayed next to corresponding PCR products in capillary gel electrophoresis (top). Quantification of relative band intensities (bottom) is displayed as mean ± s.d.m., *n* = 3, unpaired two-sided Student's *t*-test.

Of note, 1,813 out of 25,456 (7.1%) predicted m^6^A sites resided at non-DRACH motifs (Figure 4A). These non-DRACH m^6^A sites showed an enrichment nearby stop codons similar to the positive set and the vast majority were depleted in the *Mettl3* KO (Figure 4C and D), supporting that predicted non-DRACH sites are indeed true m^6^A sites. On the other hand, m6Aboost predicted that not all peaks at DRACH motifs corresponded to true m^6^A sites. Indeed, about half of these sites did not respond to *Mettl3* KO and distributed similarly to the negative set (Figure 4D and Supplementary Figure S4G), suggesting that the m^6^A-specific antibody shows a residual activity towards the unmodified DRACH motif. The other half had low read counts and preferentially resided in lowly expressed genes (Supplementary Figure S4G), possibly leading to their misclassification. Importantly, m6Aboost associates a prediction score with each site that allows to minimize the number of false positives, at the expense of false negatives, by tightening the prediction score threshold (Supplementary Figure S4H and I). Altogether, we conclude that m6Aboost efficiently discriminates relevant signal from nonspecific background, offering a reliable prediction of genuine m^6^A sites from miCLIP2 data.

As an orthogonal support, we compared our predicted m^6^A sites to those detected by the antibody-independent method MAZTER-seq in the same cell line (21). MAZTER-seq relies on the methylation-sensitive RNase MazF which cleaves at unmethylated ACA motifs. We found that 34.5% of the reliably identified m^6^A sites from MAZTER-seq (200 out of 580 sites) were also present in our data, further supporting the validity of our approach.

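RAW264.7 is an established mouse macrophage cell line. Its poly(A)+ RNA was profiled by miCLIP2 in 3 untreated biological replicates, each from 1 μg of RNA with 6 cycles of preamplification. In miCLIP2, an antibody against m6A is crosslinked to the RNA by UV light. Reverse transcription then either stops next to the crosslinked nucleotide, which gives a truncation event, or reads through it, which can leave a C-to-T transition. The depth is known from the paper's Supplementary Table S1, which reports 24906876, 31707653 and 26340275 truncation reads for replicates 1, 2 and 3. This is a mean of 27651601 truncation reads ± 3585014 (SD, n = 3). The same table gives a mean of 29844347 uniquely mapped reads ± 3854016 (SD, n = 3), from which the reads with C-to-T transitions had yet to be taken out. The authors mapped the reads to GRCm38, removed duplicates by their molecular identifiers and called peaks with PureCLIP in each replicate. Peaks present in at least 2 of the 3 replicates were kept, and m6Aboost scored those at A. The deposited list has 1 row per predicted m6A site, pooled over the replicates, with its position, strand and prediction score. It holds no read counts and no values per replicate, so the depth behind a single site and its spread between replicates are unknown. The 95% Wilson intervals given for shares of sites cover counting error only, and sites are not replicates. Each site was read against the GRCm38 sequence and assigned to the gene on its strand in GENCODE M21; where several genes overlapped, it went to the longest one with a transcript passing the study's support filter, or to the longest of all where none had one; the authors used release M23 of the same build. The transcript of each gene was the longest by genomic span among those passing that filter. Because m6Aboost takes the 21 nt around the A and the transcript region as inputs, the motif and region shares of the list depend in part on the model.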

For comparison, we also performed miCLIP2 experiments on poly(A)+ RNA from RAW 264.7 cells, a mouse macrophage cell line (three biological replicates, 29.8 million truncation events on average). Out of 462,073 miCLIP2 peaks, m6Aboost identified a total of 19,301 m^6^A sites (Supplementary Table S1). 

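The deposited list for RAW264.7 cells held 19301 sites at distinct positions, 9654 on the plus strand and 9647 on the minus strand. They amount to 4.18% of the PureCLIP peaks that the paper's Supplementary Table S1 reports. All 19301 sites lay at A in GRCm38. The prediction score ran from 0.500 to 1, with a median of 0.734 and quartiles of 0.627 and 0.832. With a minimum score of 0.9, the alternative that moved the count most, 1693 sites were left. DRACH motifs held 17746 sites, or 91.9% (95% interval 91.6 to 92.3%). Among the 16198 sites in exons of the chosen transcripts, 91.9% were at DRACH, against 8.26% expected when A positions were drawn at random from the same transcripts (10000 draws, n = 16198 sites, two-sided p = 0.0002, the smallest these draws can give). The most frequent pentamer was GGACT with 3739 sites, 19.4% of the list (18.8 to 19.9%). GGACA followed with 2539 sites and GAACT with 2528, shares of 13.2% (12.7 to 13.6%) and 13.1% (12.6 to 13.6%) whose intervals overlap. AGACT came next with 2368 sites. The other 1555 sites, 8.06% (7.68 to 8.45%), lay at non-DRACH motifs, most often GGACG with 382 sites and GTACT with 290 sites. The mean score was 0.738 ± 0.123 (SD over 17746 sites) at DRACH and 0.630 ± 0.103 (SD over 1555 sites) at non-DRACH motifs. This difference of 0.108 was larger than any of 100000 permutations gave (two-sided permutation test, p = 1e-05, the smallest these resamples can give). The list and the score are the output of m6Aboost, which reads the sequence. Neither this test nor the draws for the DRACH share can separate the model's preference for DRACH from methylation. The share of sites at non-DRACH motifs fell from 23.0% (21.1 to 24.9%) at scores below 0.55 to 0.571% (0.157 to 2.06%) at scores of at least 0.95.

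**Figure D1:**
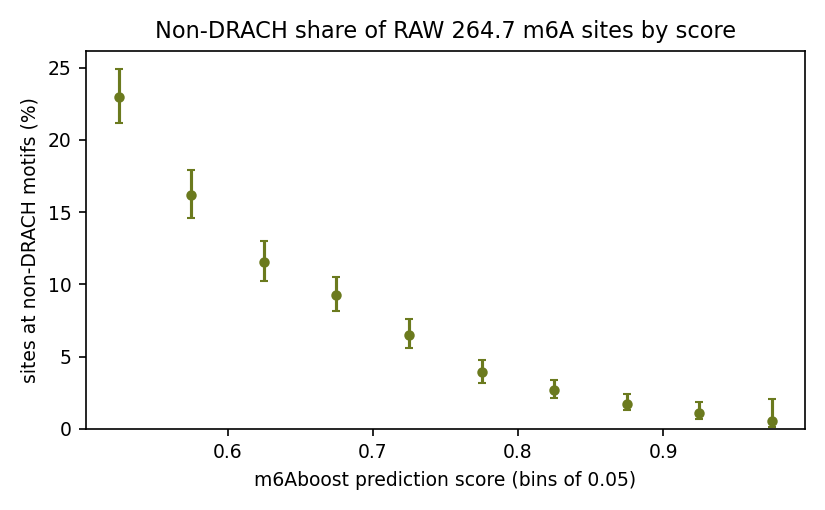
Share of RAW264.7 m6A sites at non-DRACH motifs (y axis, percent) by m6Aboost prediction score (x axis, bins of 0.05). Points are the share among all sites of a bin and bars are 95% Wilson intervals; the share falls from 23.0% in the lowest bin to 0.571% in the highest.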

Overlay with the mESC data showed that a third of the predicted m^6^A sites were shared between both cell lines, rising to about 50% when focussing on genes that were highly expressed in both cell lines (TPM ≥ 20 or more; Figure 4E and F and Supplementary Figure S5E).

### m^6^A depletion triggers efficient splicing of retained introns

Since our miCLIP2 data was generated for poly(A)-selected RNA, most identified m^6^A sites were located in exons. However, we also detected a number of m^6^A sites in retained introns. Interestingly, the intronic m^6^A sites showed a strong accumulation towards the 5′ splice sites (Figure 4G), suggesting that they might impact intron splicing. Indeed, using IRFinder (47), we could identify 401 significantly changed intron retention (IR) events in the RNA-seq data of *Mettl3* KO mESCs (change in IR [|ΔIR|] > 3%, FDR < 0.05; Figure 4H and I). 384 out of 401 significantly changed introns showed reduced coverage in the *Mettl3* KO, as seen for intron 5 in *Mif4gd* and intron 11 in *Ythdc1* (Figure 4J), indicating increased splicing efficiency. Isoform-specific semiquantitative RT-PCR confirmed a lower frequency of the *Ythdc1* and *Mif4gd* isoforms with retained introns in *Mettl3* KO mESCs (Figure 4K). This trend was also reflected in a global reduction in IR across the transcriptome, as 4,563 out of 4,925 measured IR events (92.7%) showed a ΔIR < 0 (Figure 4H). Generally, introns harboring m^6^A modifications showed a significant trend towards more IR reduction compared to unmodified introns (Figure 4I), indicating that modifications on retained introns may directly influence splicing efficiency.

### m6Aboost can be applied to predict m^6^A sites in human cells

To test m6Aboost on miCLIP2 data from a different species, we performed miCLIP2 experiments with poly(A)+ RNA from human HEK293T cells (*n* = 4 replicates with 30 million truncation events on average, Supplementary Figure S1F and G). Starting from > 788,758 miCLIP2 peaks, m6Aboost identified 36,556 m^6^A sites in 7,552 genes, corresponding to 21% of all peaks at A (Supplementary Table S1). The m^6^A sites occurred with a median of three sites per gene and accumulated around stop codons (Figure 5A and Supplementary Figure S5A), mirroring the distribution in the mouse cells.

**Figure 5.**
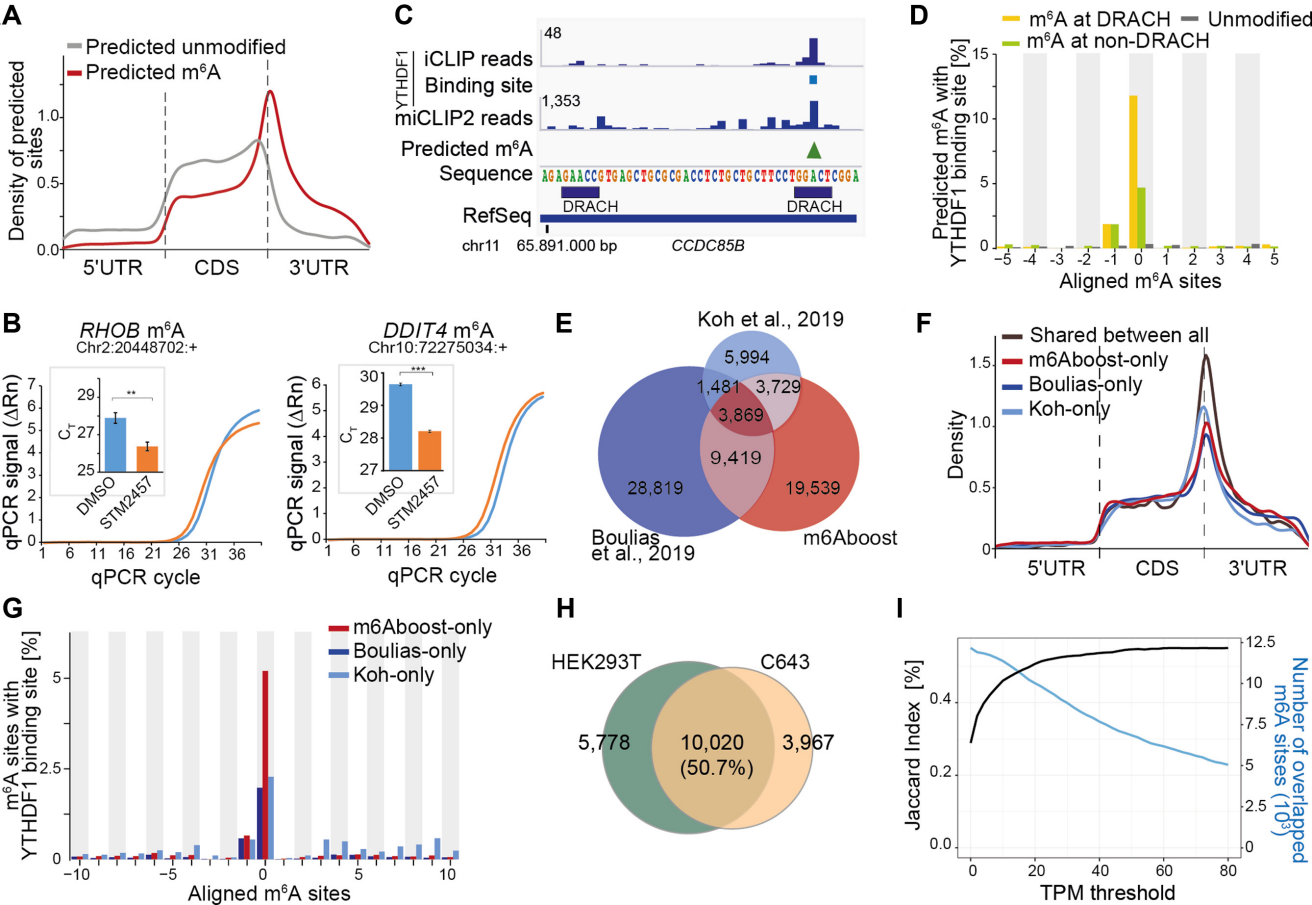
m6Aboost predicts 36,556 m^6^A sites from HEK293T miCLIP2 data. (**A**) Predicted m^6^A sites are located around the stop codon. Visualization as in Figure 2F. (**B**) Selected m^6^A sites were validated by SELECT with HEK293T cells treated with METTL3 inhibitor (STM2457) or DMSO control. Visualization as in Figure 2H. Neighboring unmodified A nucleotides as control are given in Supplementary Figure S5C. *** *P* value < 0.001, ** *P* < 0.01, two-sided Student's *t*-test, *n* = 3. (**C**) Predicted m^6^A sites overlap with YTHDF1 binding sites. Genome browser view of the gene *CCDC85B* shows crosslink events from published YTHDF1 iCLIP data for HEK293T together with miCLIP2 signal (merge of four replicates) and m6Aboost-predicted m^6^A site (green arrowhead) from our HEK293T miCLIP2 data. (**D**) YTHDF1 precisely binds at the predicted m^6^A sites. Percentage of m^6^A sites (position 0) with YTHDF1 binding sites (y-axis) in a 21-nt window are given for predicted m^6^A sites at DRACH (yellow) and non-DRACH (green), as well as predicted unmodified sites (grey). (**E**) Predicted m^6^A sites from HEK293T miCLIP2 overlap with published m^6^A data. Venn diagram shows single-nucleotide overlap with miCLIP and m6ACE-seq data (m^6^A antibody by Synaptic Systems and Abcam, respectively). Note that m^6^A sites in Boulias *et al.*, 2019 had been filtered for DRACH motifs. (**F, G**) Analysis of m^6^A sites that are unique to one of the three datasets compared in (E). (**F**) Unique m^6^A sites accumulate around stop codons. Visualization as in Figure 2F. (**G**) Unique m^6^A sites are enriched in YTHDF1 binding sites. Visualization as in (D). (**H**) Most m^6^A sites are shared between two different human cell lines. Venn diagram shows overlap of predicted m^6^A sites in expressed genes (TPM ≥ 20, *n* = 3,298) from HEK293T and C643 cells. A Venn diagram without expression filter is shown in Supplementary Figure S5E. (**I**) More m^6^A sites are shared between two human cell lines in higher expressed genes. TPM threshold representing the gene expression (x-axis) against the Jaccard index (y-axis). Numbers of overlapping m^6^A sites are shown as comparison (blue).

We used SELECT to validate the presence of m^6^A modifications in HEK293T cells in an antibody-independent manner (29). In order to deplete m^6^A, we employed a specific METTL3 inhibitor (STM2457, STORM Therapeutics) (28), which progressively reduced the relative m^6^A levels with increasing concentration, down to 22% (Supplementary Figure S5B). We then compared SELECT qPCR amplification curves from inhibitor-treated HEK293T cells against DMSO control samples for three exemplary m^6^A sites. This confirmed the presence of m^6^A in two out of three sites in the genes *DDIT4* (chr10:72275034:+) and *RHOB* (chr2:20448702:+) (Figure 5B). As a control, we tested adjacent A sites in the same genes which remained unchanged upon METTL3 inhibition (*DDIT4*: chr10:72275038:+; *RHOB*: chr2:20448698:+; Supplementary Figure S5C). A third putative m^6^A site could not be validated (*ABT1*: chr6:26598621:+).

As an independent line of evidence, we overlapped the m6Aboost-predicted m^6^A sites with binding sites of the cytoplasmic m^6^A reader protein YTHDF1 from published iCLIP data (54). Metaprofiles showed a sharp peak in YTHDF1 binding precisely at the predicted m^6^A sites at DRACH motifs (Figure 5C and D and Supplementary Figure S5D). Although less pronounced, we detected considerable YTHDF1 binding also at predicted m^6^A sites at non-DRACH motifs, further supporting that these indeed represent genuine m^6^A sites.

We compared our predicted m^6^A sites in HEK293T with published validated m^6^A sites in the same cell line by the antibody-independent method SCARLET that uses thin-layer chromatography (52). We found that all m^6^A sites with > 5% methylation in HEK293T cells were also present in our data, whereas sites that were not validated by SCARLET (< 5% methylation) were not detected by miCLIP2 (Supplementary Table S3). To further support the predicted m^6^A sites, we compared our miCLIP2 data with published miCLIP and m6ACE-seq data for the same cell line (51,55). m6A-Crosslinking-Exonuclease-sequencing (m6ACE-seq)-seq is a recently developed tool which incorporates 5′ to 3′ exoribonuclease treatment after m^6^A-antibody crosslinking to increase the resolution and omit radioactive gel electrophoresis (55). We found that almost half of our m^6^A sites overlapped at single-nucleotide level with at least one further dataset (Figure 5E). The remaining sites occurred on lowly expressed genes, but still showed an m^6^A-typical distribution along transcripts and overlapped with YTHDF1 binding (Figure 5F and G and Supplementary Figure S5F). This suggests that these m^6^A sites were missed in other studies due to experimental variability and technical limitations rather than lack of modification.

As a second human cell line, we performed miCLIP2 experiments on poly(A)+ RNA from C643 cells, a human thyroid cancer cell line (three biological replicates, Supplementary Table S1). Here, m6Aboost predicted a total of 18,789 m^6^A sites. Comparison with HEK293T showed that similar to mouse, 50.7% of all m^6^A sites on highly expressed genes were shared between HEK293T and C643 cells (TPM ≥ 20 or higher; Figure 5H and I and Supplementary Figure S5E), an estimate that is stable with increasing expression. We therefore conclude that about half of all m^6^A modifications are constitutively present in different cell types in human and mouse.

### miCLIP2 allows to map m^6^A sites from low input material

Most current protocols for antibody-based m^6^A detection start from 5 to 10 μg of poly(A)+ mRNA (37,56). In our standard setup, we use just 1 μg, from which we obtain more than 30 million unique miCLIP2 reads on average with low PCR duplication rates (Supplementary Table S1). However, when working with scarce material such as tissue samples, the amount of extractable RNA is often limited. We therefore tested whether miCLIP2 can be applied with even lower RNA input. To this end, we used poly(A)+ mRNA from mouse heart tissue samples and titrated the amount of input RNA down to 50 ng. The resulting miCLIP2 libraries contained 2–50 million truncation events (Supplementary Table S1).

We found that even with these small amounts of input RNA, the miCLIP2 signals were still reproducible at nucleotide level (Figure 6A and Supplementary Figure S5G). As expected, the sensitivity of miCLIP2 progressively decreased with lower input material. The precision, however, was hardly compromised, since the identified sites were highly overlapping at all concentrations (Figure 6B). Moreover, m^6^A sites from all RNA input concentrations were consistently enriched at DRACH motifs and nearby stop codons (Figure 6C and D). Together, these results suggest that our approach can be used to identify m^6^A modifications even from a limited amount of input RNA.

**Figure 6.**
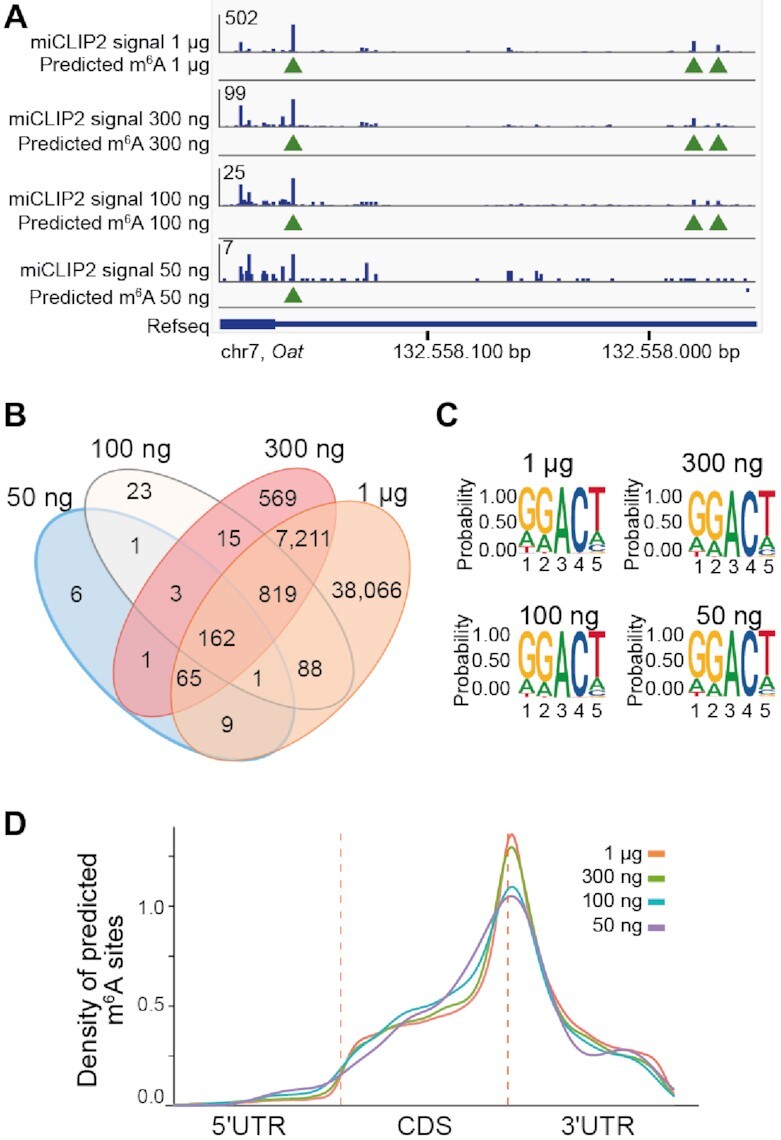
miCLIP2 allows to map m^6^A sites from low input material (**A**) m6Aboost predicts overlapping m^6^A sites from miCLIP2 data for different RNA input concentrations. Example genome browser view of the *Oat* gene shows miCLIP2 signals and corresponding m6Aboost predictions (green arrowheads) for 1 μg, 300 ng, 100 ng and 50 ng of input RNA. (**B**) The majority of m^6^A sites predicted from low-input libraries overlap with the 1 μg input library. Overview of the overlap of predicted m^6^A sites from different concentrations. (**C**) All predicted sites from different concentrations resemble a DRACH motif. Sequence logo of the predicted m^6^A sites from miCLIP2 from different RNA input concentrations including the surrounding four nucleotides. (**D**) Predicted m^6^A sites from miCLIP2 with different RNA input concentrations cluster around the stop codon. Visualization as in Figure 2F.

## DISCUSSION

Knowledge on the precise location of m^6^A sites is essential to unravel the molecular effects and biological functions of this universal RNA modification. With the advent of next-generation sequencing, new experimental protocols allow for a systematic mapping of m^6^A sites, often with single-nucleotide resolution (57). Although alternative methods recently became available (21,22,58,59), the most widely used approaches rely on a set of available antibodies against the modified nucleotide (57). These methods suffer from the broad reactivity of these antibodies, which cross-react with unmodified adenosines or related modifications such as m^6^Am, thereby generating excessive false positives (17). Moreover, many protocols require high amounts of starting material, or target only a restricted subset of m^6^A sites that occur for instance in a specific sequence context (21,22,37,56). In this study, we tackle these limitations by combining the optimized miCLIP2 protocol and the machine learning model m6Aboost to reliably map m^6^A modifications at high resolution and depth. Our approach builds on three major experimental and computational innovations that are critical for its efficiency and accuracy.

First, we improved the efficiency of the experimental miCLIP2 protocol by incorporating the recently published iCLIP2 library preparation (24), including separately ligated adapters, two rounds of PCR amplification and a bead-based clean-up strategy. This reduces the processing time to just four days and provides high-complexity datasets without PCR duplicates. With this setup, we now routinely obtain more than 30 million unique miCLIP2 reads from 1 μg input RNA -- twenty times less than in the original protocol (17). The moderate duplication rate (Supplementary Table S1) indicates the miCLIP2 libraries in this study were not sequenced to saturation, suggesting that many more m^6^A sites could still be identified from the same libraries. Moreover, it is possible to obtain reproducible data down to 100 ng and less of input RNA. The reduced input requirement will be particularly useful for studies on nascent RNA or clinical samples and *in vivo* disease models where starting material is limiting.

Second, we tackled the high false positive rate from the m^6^A-specific antibodies, which is inherent to antibody-based approaches, through the direct comparison with *Mettl3* KO cells. Using a custom-tailored differential methylation analysis strategy, we identified >10 000 Mettl3-dependent m^6^A sites in the WT mESC miCLIP2 data that constituted the positive set of high-confidence m^6^A sites for subsequent model training (see below). Of note, we find that m^6^A modifications occur outside of DRACH motifs (6.3% of all predicted m^6^A sites) and validate selected m^6^A sites at non-DRACH motifs using an orthogonal antibody-independent method. Similar motifs were previously reported and recently confirmed in direct RNA sequencing data (Oxford Nanopore Technologies) (17,60). Importantly, since the m^6^A sites at non-DRACH motifs were included in the m6Aboost model training, similar sites can be readily identified in future miCLIP2 experiments. In addition, we propose that the sequence composition of the high-confidence m^6^A sites from the differential methylation analysis (Figure 2E), captured for instance in a position weight matrix, could be used to filter other datasets in a more effective way. Moreover, our strategies to account for changes in transcript abundance in order to identify differentially methylated sites will be applicable for other RNA modifications, such as 5-methylcytosine (m^5^C) in m^5^C-miCLIP (57,61).

Third, we trained a machine learning model, termed m6Aboost, to accurately extract Mettl3-dependent m^6^A sites from any miCLIP2 dataset. Several machine learning approaches have been developed to predict m^6^A sites from the primary RNA sequences (62–64). However, most existing models were trained on data of limited resolution and size, and consequently perform poorly for single-nucleotide predictions. Here, we apply machine learning to predict m^6^A sites in miCLIP2 data based on a high-confidence positive set of Mettl3-dependent m^6^A sites. We therefore tackle the inherent problem of false positives that impair most antibody-based m^6^A detection protocols (57). The resulting m6Aboost model allows to transfer our gained knowledge to other miCLIP datasets without the need for an accompanying *Mettl3* KO, which is not feasible in many biological settings. Because m6Aboost allows for m^6^A sites at non-DRACH motifs and sorts out false positive miCLIP2 signals, even at DRACH, it outperforms the commonly used DRACH motif filter (37,51,59). The stringency against false positives can be tuned according to the requirements of the user by adjusting the prediction score of m6Aboost.

We note that our model was trained on miCLIP2 data that was obtained with a specific m^6^A antibody (Synaptic Systems). It is known that certain biochemical features such as the truncation rate at the crosslinked antibody and the distribution of C-to-T transitions vary with each antibody (17,57). We envision that our machine learning model can be retrained on data for other antibodies against m^6^A and other RNA modifications that can be mapped via miCLIP2, if an accompanying depletion dataset is available. This includes the related RNA modification m^6^Am, which is present in the miCLIP2 data due to cross-reactivity of the m^6^A antibody, and could be recognized and specifically discriminated from m^6^A after retraining upon depletion of the m^6^Am-specific methyltransferase PCIF1 (51,65).

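Of the cell lines profiled, the data at hand cover the mouse macrophage line RAW264.7. Its m6A sites fell in 4947 annotated genes, of which 4881 were protein-coding, and 4 sites lay in no annotated gene on their strand. A further choice arose for the 778 sites that lay in more than 1 gene, which were given to the longest one with a transcript passing the support filter, where there was one. Without the filter the number of genes was 4924. A gene with a site had a median of 3 sites, with quartiles of 1 and 5. At a minimum score of 0.7 the number of genes was 4053 and the median was 2 sites. A single site was found in 1304 genes, or 26.4% (95% Wilson interval 25.2 to 27.6%), and 10 or more sites in 364 genes, or 7.36% (6.66 to 8.12%). At a minimum score of 0.7 these shares were 36.5% (35.0 to 38.0%) and 1.63% (1.28 to 2.07%). The 5 genes with most sites were Ahnak, Plec, Rnf213, Mki67 and Spen. Ahnak, on chromosome 19 from 8989284 to 9076914 on the plus strand, had 67 sites with a median score of 0.730, 65 of them at DRACH motifs. All 67 lay in an intron of its chosen transcript, which is 830 nt long after splicing, and none of them was intronic in every annotated transcript. Plec, on chromosome 15 from 76170974 to 76232574 on the minus strand, had 66 sites, 60 of them in the CDS and 4 in the 3′ UTR. Rnf213 had 43 sites, Mki67 had 38 and Spen had 37.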

In this study, we generated m^6^A profiles for four human and mouse cell lines that will serve as a resource for future studies. Comparing the methylation profiles revealed that about half of all m^6^A sites are shared between cell lines in either species. Moreover, we confirm that m^6^A is mainly deposited around stop codons and within the 3′ UTR (15,16). 

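In the RAW264.7 list, 40.0% of the sites (95% Wilson interval 39.3 to 40.7%) lay in the CDS of the chosen transcript, 39.6% (38.9 to 40.3%) in the 3′ UTR and 1.94% (1.76 to 2.15%) in the 5′ UTR. A further 4.58% lay in introns and 2.42% in exons of non-coding transcripts. The remaining 7.34% lay outside the chosen transcript, and 4.13% lay in genes with no transcript passing the support filter. The minimum score moved the CDS and 3′ UTR shares most: among the 1693 sites with a score of at least 0.9, 65.2% lay in the 3′ UTR and 17.7% in the CDS. The stop codon was tested on 15672 sites in 4240 coding transcripts. Of these, 5192 sites, or 33.1% (32.4 to 33.9%), lay within 200 nt of the stop codon on the spliced transcript. DRACH A positions drawn from the same transcripts gave 14.8% (95% of draws from 14.3 to 15.4%), so the sites were 2.24-fold more frequent there (10000 draws, n = 15672 sites, two-sided p = 0.0002, the smallest these draws can give). On the same transcripts, 48.7% of sites lay in the 3′ UTR against 42.5% in the draws, a 1.15-fold difference. In the CDS it was 48.9% against 52.2%, and in the 5′ UTR 2.37% against 5.39% (n = 15672 sites, p = 0.0002 for each region). The 50 nt that start at the stop codon held 1010 sites against 348.8 expected, and the 50 nt from 950 nt downstream held 64 against 119.4. The paper states that deposition occurs mainly around stop codons and within the 3′ UTR across the profiled cell lines.

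**Figure D2:**
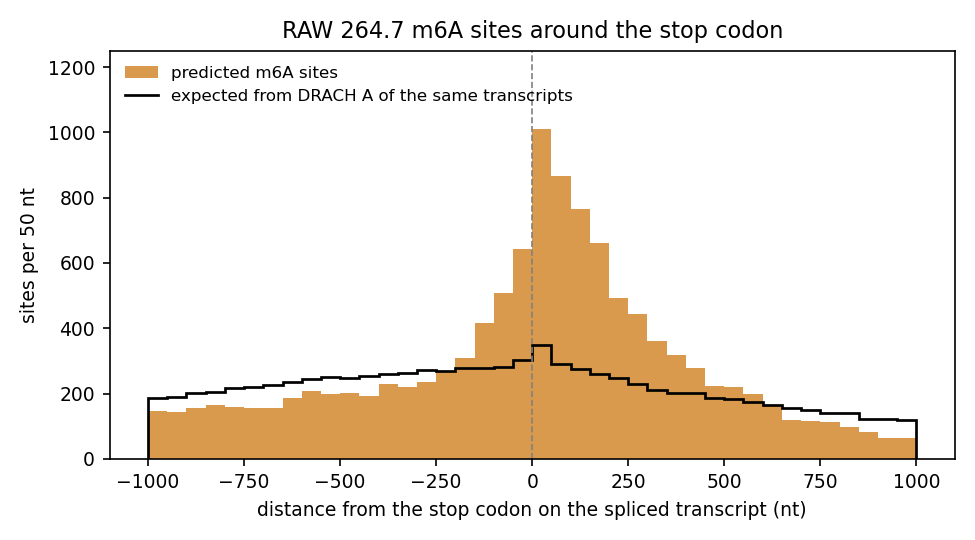
RAW264.7 m6A sites by distance from the first nucleotide of the stop codon on the spliced transcript (x axis, nt, negative upstream), as sites per 50 nt (y axis). Filled bars are the predicted sites and the black line is the number expected from DRACH A of the same transcripts; the bars rise to 1010 sites in the bin that starts at the stop codon, where 348.8 are expected.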

Interestingly, we also observe an accumulation near the 5′ splice sites of retained introns. Further, our data indicates that m^6^A can promote intron retention. Previous studies rather described an increase in intron retention events in *Mettl3* KO mESC cells (27), or in null mutants of the Mettl3 orthologue Ime4 in *Drosophila melanogaster* (4,66,67). In contrast, a recent study found that TARBP2-dependent m^6^A deposition in introns prevents splice factor recruitment and efficient intron excision (68), in line with our observations. This adds a new angle to the controversy surrounding the impact of m^6^A modifications on alternative splicing. While some studies reported on extensive splicing alterations upon *Mettl3* depletion, others rebutted a strong connection between m^6^A and splicing (69–72). Consistent with the latter view, we generally observe very few changes in cassette exon splicing in the *Mettl3* KO mESCs. Intron retention, however seemed to be systemically affected, with retained introns being spliced more efficiently throughout the transcriptome of *Mettl3* KO cells.

In essence, the combination of miCLIP2 and m6Aboost allows for a deep and accurate detection of m^6^A sites. Our study illustrates how artificial intelligence helps to eliminate background signals in order to decode high-throughput data and thereby aids to improve the precise analysis of m^6^A sites with nucleotide resolution.

## DATA AVAILABILITY

The computational code is available in the GitHub repository (https://github.com/ZarnackGroup/Publications/tree/main/Koertel_et_al_2021).

All miCLIP2 and RNA-seq data sets generated in this study were submitted to the Gene Expression Omnibus (GEO) under the SuperSeries accession number GSE163500 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE163500).

## Supplementary Material

gkab485_Supplemental_Files Click here for additional data file.

# Supplementary material for: Deep and accurate detection of m6A RNA modifications using miCLIP2 and m6Aboost machine learning
**Source:** Nucleic Acids Res. 2021 Jun 22;49(16):e92. doi: 10.1093/nar/gkab485
**Supplement:** gkab485_Supplemental_Files

# Deep and accurate detection of m<sup>6</sup>A RNA modifications using miCLIP2 and m6Aboost machine learning

Nadine Körtel<sup>1,#</sup>, Cornelia Rücklé<sup>1,#</sup>, You Zhou<sup>2,#</sup>, Anke Busch<sup>1</sup>, Peter Hoch-Kraft<sup>1</sup>, FX Reymond Sutandy<sup>1,3</sup>, Jacob Haase<sup>4</sup>, Mihika Pradhan<sup>1</sup>, Michael Musheev<sup>1</sup>, Dirk Ostareck<sup>5</sup>, Antje Ostareck-Lederer<sup>5</sup>, Christoph Dieterich<sup>6,7</sup>, Stefan Hüttelmaier<sup>4</sup>, Christof Niehrs<sup>1,8</sup>, Oliver Rausch<sup>9</sup>, Dan Dominissini<sup>10</sup>, Julian König<sup>1,\*</sup>, and Kathi Zarnack<sup>2,\*</sup>

<sup>1</sup> Institute of Molecular Biology (IMB), Mainz, 55128, Germany. <sup>2</sup> Buchmann Institute for Molecular Life Sciences (BMLS) & Faculty of Biological Sciences, Goethe University Frankfurt, Frankfurt, 60438, Germany. <sup>3</sup> Institute of Biochemistry II, Goethe University Frankfurt, Frankfurt, 60590, Germany. <sup>4</sup> Institute of Molecular Medicine, Sect. Molecular Cell Biology, Martin Luther University Halle-Wittenberg, Charles Tanford Protein Center, Halle, 06120, Germany. <sup>5</sup> Department of Intensive Care Medicine, University Hospital RWTH Aachen, Aachen, 52074, Germany. <sup>6</sup> Klaus Tschira Institute for Integrative Computational Cardiology, University Hospital Heidelberg, Heidelberg, 69120, Germany. <sup>7</sup> German Centre for Cardiovascular Research (DZHK) - Partner Site Heidelberg/Mannheim, Heidelberg, 69120, Germany. <sup>8</sup> Division of Molecular Embryology, DKFZ-ZMBH Alliance, Heidelberg, Germany. <sup>9</sup> STORM Therapeutics Ltd, Cambridge, CB22 3AT, UK. <sup>10</sup> Cancer Research Center and Wohl Institute for Translational Medicine, Chaim Sheba Medical Center, Tel HaShomer, and Sackler School of Medicine, Tel Aviv University, Tel Aviv, 6997801, Israel.

# These authors contributed equally. Order of first authors was determined by lottery.

## SUPPLEMENTARY MATERIAL

### **Content:**

|                                                                           |    |
|---------------------------------------------------------------------------|----|
| Supplementary Methods .....                                               | 2  |
| A. Differential methylation analysis .....                                | 2  |
| B. AdaBoost machine learning to identify true m <sup>6</sup> A sites..... | 4  |
| Supplementary Figures .....                                               | 7  |
| Supplementary Tables.....                                                 | 16 |
| Supplementary References .....                                            | 19 |

## Supplementary Methods

### A. Differential methylation analysis

In order to discriminate true m<sup>6</sup>A sites from background in the miCLIP2 data, we compared miCLIP2 profiles from wildtype (WT) and *Mettl3* knockout (KO) mouse embryonic stem cells (mESCs) which deplete m<sup>6</sup>A modifications from mRNAs (**Figure 1B**). However, this analysis was confounded by broad changes in gene expression in response to the *Mettl3* KO, which resulted in 5,372 differentially regulated genes including 3,005 up- and 2,367 down-regulated genes (false discovery rate [FDR]  $\leq 0.01$ ; **Figure 2A**). Since the miCLIP2 signal, similar like regular iCLIP (1,2), is strongly dependent on the underlying transcript abundance (**Supplementary Figure S2B**, top panel), this means that if not corrected for, differential analysis will erroneously pick up many peaks with reduced signal in downregulated genes. In order to illustrate this, we applied DESeq2 (3) collectively to all peaks in the dataset (approach termed *one-run*) which thus tests each peak independently and omits the underlying transcript level changes. These and all following analyses are based on miCLIP2 truncation reads in peaks identified by peak calling with PureCLIP (4) (see Methods). As expected, the changes in transcript abundance were mirrored in estimated fold changes in miCLIP2 signal of the associated peaks, such that almost all peaks in strongly downregulated genes ( $\log_2\text{FC} < -3.5$ ) went down in the *Mettl3* KO, whereas peaks in upregulated genes tended to go up (**Supplementary Figure S3A**, left).

In order to overcome this, we tested three different approaches based on (i) separately running DESeq2 on the peaks of each gene (*gene-wise*), (ii) combining peaks for groups of genes with similar abundance change (*bin-based*), and (iii) adopting DEXSeq (*dexseq-run*) (5) instead of DESeq2 (**Supplementary Figure S3A**). The three approaches worked as follows:

*Gene-wise approach.* Here, we ran an individual DESeq2 analysis for each gene. To this end, we first assigned all peaks to their host gene based on GENCODE gene annotation (release M23) (6). Overlapping genes were resolved by the genes' support level and length, prioritising better support and longer genes. All peaks of a given gene were then used for a collective DESeq2 analysis.

*Bin-based approach.* A disadvantage of testing for individual genes, as in the *gene-wise* approach and in *dexseq-run* below, is that it relies on a sufficient number of peaks per gene to estimate the required parameters, such as the dispersion, correctly. In order to overcome this, we stratified all genes based on their expression changes upon *Mettl3* KO into equally sized bins. We then collectively tested the signal changes of the peaks from all genes within each bin using DESeq2. Gene expression changes were calculated on the total number of miCLIP2 truncation reads in each gene, acquired by htseq-count with default parameters (7) using GENCODE

gene annotation. Comparison with a parallel DESeq2 analysis on matching RNA-seq data for the same samples showed a high correlation of log2FC values (**Supplementary Figure S3B**), supporting that the summed miCLIP2 signal on the genes allows for a reliable estimation of gene expression changes. We next used the miCLIP2-derived log2FC values to stratify all genes into equal bins (width of  $\Delta\log_2FC = 0.3$ , 47 bins; **Supplementary Figure S3C**). Subsequently, we applied DESeq2 collectively to all peaks from all genes of the same bin.

*2-factor approach.* In this approach, we built a combined DESeq2 model on the miCLIP2 signal in the peaks and the summed miCLIP2 signal on the genes as a proxy for gene expression. To account for gene expression changes, we tested for an interaction term for the peak signals and gene counts (design =  $\sim condition + condition:geneExpression$ ) to the design formula of the DESeq2 model.

*Dexseq-run.* We adopted DEXSeq (5) (version 1.36.0), an R/Bioconductor package that was developed to test for alternative splicing in RNA-seq data. Originally, DEXSeq2 models RNA-seq read counts in exonic bins, which are grouped by genes, in a generalised linear model to test for differential exon abundance. Additional parameters in the model account for congruent changes across the exons of the same gene to estimate changes in overall gene expression. To run DEXSeq on the miCLIP2 data, we treated each peak as an exonic bin and grouped them by their assigned host gene. DEXSeq was then run with the formula “ $\sim sample + peak + condition:peak$ ”.

We benchmarked the performance of the different approaches based on the assumptions that true m<sup>6</sup>A sites should reside at A and show reduced miCLIP2 signal in the *Mettl3* KO cells. To this end, we compared the differential peaks identified with increasing stringency (FDR) with respect to the total number (yield) and fraction (precision) at A (**Figure 2B**). With more stringent FDR thresholds, the proportion of significantly differential peaks at A continuously increased for all approaches. The best performance was seen for the *bin-based* approach, which yielded the highest number of significant peaks with the highest proportion at A at most FDR thresholds (**Figure 2B**). Besides its accuracy, the *bin-based* approach also showed the best run-time performance by consuming just 1% of CPU time compared to the *gene-wise* or *dexseq-run* approaches.

With the *bin-based* approach at a threshold of  $FDR < 0.01$ , we identified total of 14,282 significantly differential peaks, out of which 13,912 peaks (97.4%) went down upon *Mettl3* KO (**Figure 2C**). 11,862 (85.3%) of the decreased peaks resided at A (**Figure 2D**). These were further filtered for the following analyses as described below.

## B. AdaBoost machine learning to identify true m<sup>6</sup>A sites

### Compiling the positive and negative sets

We next sought to build a machine learning classifier to distinguish true m<sup>6</sup>A signals from background in any miCLIP2 datasets, without accompanying *Mettl3* KO. Starting from the reduced peaks at A from the differential methylation analysis (*bin-based* approach,  $\text{FDR} \leq 0.01$ ,  $\log_2\text{FC} < 0$ ), we calculated the frequency of pentamer motifs at the putative modification site and removed 155 peaks (1.3%) with the most rarely occurring pentamers (present in less than four peaks). This yielded a stringent positive set of 11,707 peaks that were treated as true m<sup>6</sup>A sites, including 10,966 at DRACH (93.7%) and 741 at non-DRACH motifs (6.3%).

For the corresponding negative set, we required that peaks were not depleted and did not show significant regulation upon the *Mettl3* KO and hence are likely to be part of the nonspecific background in the miCLIP2 data. Based on the *bin-based* approach, we filtered for peaks at A with  $\log_2\text{FC} \geq 0$  and  $\text{FDR} > 0.5$ . This yielded a negative set of 42,090 peaks, including 1,043 at DRACH (2.5%) and 41,047 at non-DRACH motifs (97.5%). The unbalanced ratio of roughly 4:1 between the negative and the positive set reflected the observed contribution of true m<sup>6</sup>A sites among all miCLIP2 peaks (**Figure 4A**).

We combined the positive and negative set and then randomly selected 80% of the sites as our training set. The remaining 20% of the sites were kept as an independent test set.

### Feature selection

For all peaks in the training and test set, we extracted the following positional and experimental features:

- (i) Surrounding nucleotide sequence: We used a 21-nt window around the putatively modified A nucleotide. This is less than what is used by most existing algorithms that predict m<sup>6</sup>A sites solely on sequence information, including the popular tools SRAMP and DeepM6ASeq (8-10).
- (ii) Transcript region: Since m<sup>6</sup>A sites accumulate in certain transcript regions (11,12) (**Figure 2F**), we included their location within 5' UTR, CDS and 3' UTR as features for the prediction. Transcript annotations were taken from GENCODE (release M23) and filtered for a transcript support level  $\leq 3$  and support level  $\leq 2$ . Since the same position can reside in different regions of different isoforms, we separately extracted whether a peak overlapped with at least one 5' UTR, CDS and 3' UTR, and then used this information as three features for the prediction.
- (iii) Relative signal strength: In our initial characterisation of the miCLIP2 data, we found that the relative signal strength offered means to enrich for putative m<sup>6</sup>A sites (**Supplementary Figure S2C**). The relative signal strength is calculated as the number

of truncation events in each peak divided by the mean number of truncation events for all peaks in the same gene (see Methods). For the prediction, values were increased by a pseudo-count of 1 and then log<sub>2</sub>-transformed.

(iv) C-to-T transitions: It was previously shown that in the case of readthrough, C-to-T transitions appear at the sites of m<sup>6</sup>A modifications (13). We therefore included the number of C-to-T transitions 1 nt downstream of each peak as orthogonal feature from the miCLIP2 data. The values were increased by a pseudo-count of 1 and then log<sub>2</sub>-transformed.

The importance of the features in the final m6Aboost model is shown in **Figure 3B**.

#### Machine learning approaches tested for m<sup>6</sup>A site prediction from miCLIP2 data

We initially tested three different machine learning algorithms. (i) AdaBoost: Adaptive boosting (AdaBoost) formulated by Yoav Freund and Robert Schapire (14) is one of the most widely known boosting algorithms. This tree boosting algorithm combines decision stumps (weak learners) and turns them into a strong learner via applying the boosting method. Moreover, AdaBoost performs exceptionally well for dichotomous tasks. In this project, we used the R package adabag (15) to construct the AdaBoost-based m<sup>6</sup>A predictor m6Aboost. (ii) Support vector machine (SVM) is a popular machine learning algorithm in bioinformatics which transfers the data to a higher dimension and then finds the hyperplanes to best classify the samples. It was previously used for the prediction of mammalian m<sup>6</sup>A modification sites (16,17). In this project, we used an interface (e1071) of LIBSVM (18) in the R language to construct the SVM-based predictor. (iii) Random Forest (RF) is a decision tree-based algorithm which shows an excellent performance in supervised learning. It is used in SRAMP (8), one of the earliest and most commonly used m<sup>6</sup>A predictors. We used an R package of randomForest (19) to build the RF-based m<sup>6</sup>A predictor.

For all three classifiers, we evaluated the prediction performance on the independent test set using precision-recall (PR) curves (**Figure 3C and Supplementary Figure S4B**). We also calculated sensitivity, specificity, accuracy, precision, F1-score and Matthews correlation coefficient (MCC) (**Supplementary Figure S4A**) as follows:

$$Sensitivity = Recall = \frac{TP}{TP+FN} \quad (1)$$

$$Specificity = \frac{TN}{TN+FP} \quad (2)$$

$$Accuracy = \frac{TP+TN}{TP+TN+FP+FN} \quad (3)$$

$$Precision = \frac{TP}{TP+FP} \quad (4)$$

$$F1 = 2 * \frac{Precision * Recall}{Precision+Recall} \quad (5)$$

$$MCC = \frac{TP * TN - FP * FN}{\sqrt{(TP+FP)(TP+FN)(TN+FP)(TN+FN)}} \quad (6)$$

where TP, TN, FP and FN represent the counts of true positive, true negative, false positive and false negative predictions, respectively. For m6Aboost, we additionally employed 5-fold cross-validation using the area under the curve (AUC) of PR curves and receiver operating characteristic (ROC) curves to measure the prediction performance (**Supplementary Figure S4C**). We also tested a variant of the AdaBoost model that was trained and tested on a balanced setup (**Supplementary Figure S4A**). For this, we randomly subsampled the negative set to 11,707 sites to match the positive set. Based on the employed measures, we selected the AdaBoost-based predictor m6Aboost (**Supplementary Figure S4D**).

#### Normalisation of numerical features

Application of the machine learning model to new datasets requires that the data were generated by the same protocol and thus show an independent and identical distribution. The m6Aboost model includes two numerical features from the miCLIP2 data, namely relative signal strength and C-to-T transitions, which could systematically vary between experiments. Since in the training set, both features approximated a Poisson distribution (**Supplementary Figure S4E**), we normalised the values of each features in the input samples by the ratio of the mean for this feature between the input dataset and the training set.

## Supplementary Figures

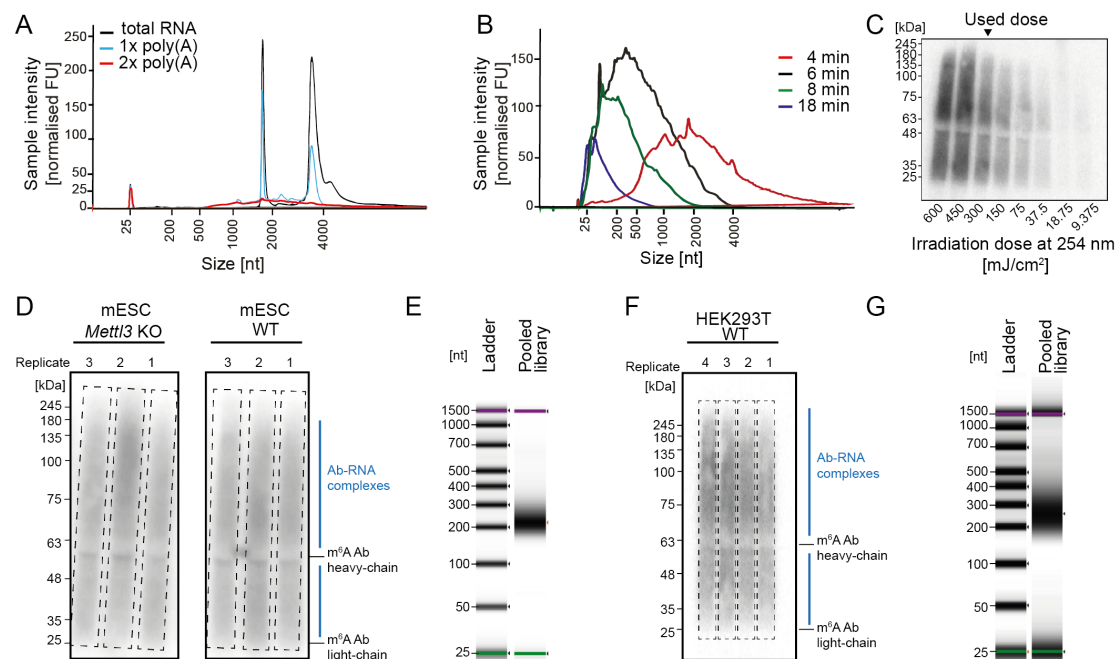

**Supplementary Figure S1. miCLIP2 library preparation. A-C.** Optimisation of the miCLIP2 protocol. **A.** Ribosomal RNA is fully depleted after two rounds of poly(A) selection. Electropherogram illustrating poly(A) enrichment for 1  $\mu$ g total RNA of HEK293T cells after one (1x, blue) and two (2x, red) rounds of poly(A) selection. **B.** An incubation time of 8 min results in optimal RNA fragmentation. For an optimal RNA fragment spectrum between 50-200 nt, fragmentation periods of 4-18 minutes were compared. **C.** Autoradiograph illustrating comparison of RNA crosslinked to the m<sup>6</sup>A antibody at different irradiation doses in mJ/cm<sup>2</sup> at 254 nm UV light. The expected molecular weight of the m<sup>6</sup>A antibody is 50 kDa. **D-G.** Visualisation of the miCLIP2 libraries from mouse embryonic stem cells (mESCs) (D,E) and human HEK293T cells (F,G). **D.** Autoradiograph illustrating radioactively labelled m<sup>6</sup>A-antibody-RNA complexes from wild-type (WT) and *Mett13* knockout (KO) mESCs. The expected molecular weight of the anti-m<sup>6</sup>A antibody is 50 kDa for the heavy-chain and 25 kDa for the light chain. Excised regions are indicated with dotted lines. **E.** Final miCLIP2 pooled library of three biological replicates each for mESC WT and mESC *Mett13* KO. Note that the final library contained independent samples from an unrelated experiment that were multiplexed for high-throughput sequencing. **F.** Autoradiograph illustrating radioactively labelled m<sup>6</sup>A-antibody-RNA complexes from HEK293T cells. Excised regions are indicated with dotted lines. **G.** Final miCLIP2 pooled library of four biological replicates from HEK293T cells. Note that the pooled library also includes material from an additional experiment which is not part of this study.

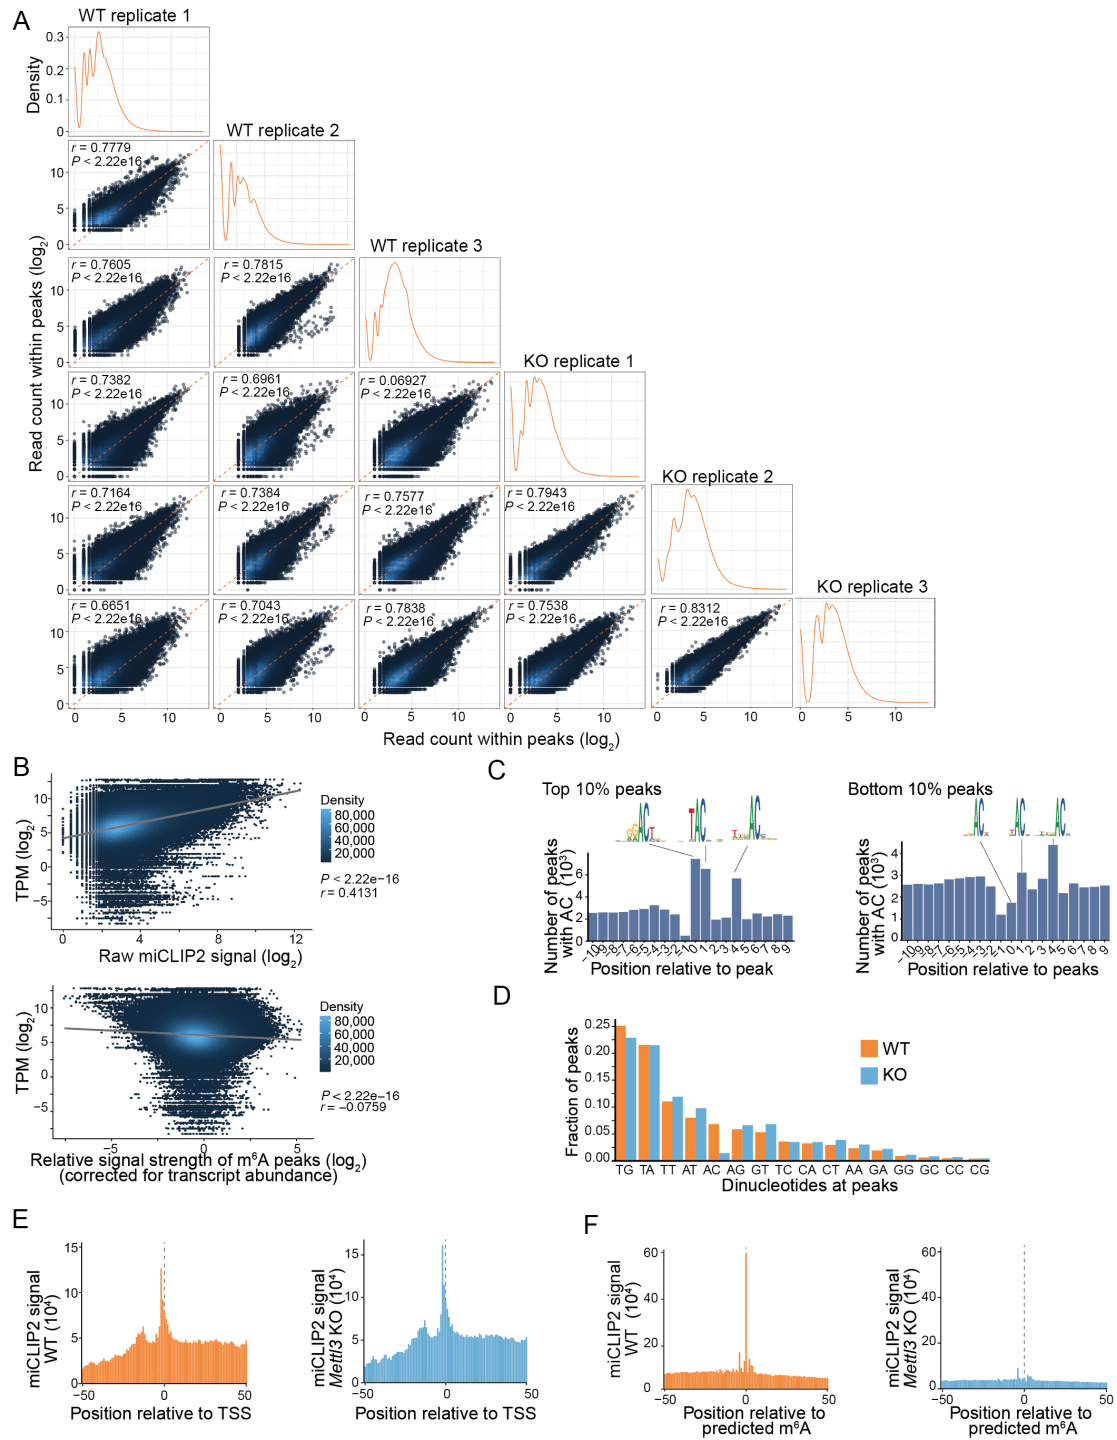

**Supplementary Figure S2. Data quality.** **A.** miCLIP2 libraries are highly reproducible between replicates. Pairwise comparison of truncation read counts within peaks for all replicates from WT and *Mettl3* KO mESCs are shown as an extension of **Figure 1C**. Pearson correlation coefficients ( $r$ ) and associated  $P$  values are given. **B.** Relative signal strength corrects for the effect of gene expression on the miCLIP2 signal. Scatter plots show correlation between miCLIP2 truncation reads (top) or relative signal strength (bottom) and expression of the respective gene (in transcripts per million, TPM,  $\log_2$ ) for all peaks from the WT miCLIP2 data. Colour gradient shows point density. Pearson correlation coefficients ( $r$ ) and associated  $P$  values are given. **C.** Stronger peaks are more often located at AC dinucleotides than weaker peaks. AC

dinucleotide content in a 21-nt window around the 10% strongest peaks (relative signal strength) compared to the 10% weakest peaks from miCLIP2 WT data. **D.** Less peaks are located at AC dinucleotides in the *Mettl3* KO miCLIP2 data. Dinucleotide distribution of all peaks from the miCLIP2 WT (orange) and *Mettl3* KO (blue) experiment. **E.** Transcript start sites (TSS) accumulate miCLIP2 WT signal which is not reduced upon *Mettl3* KO. miCLIP2 truncation events in a 101-nt window relative to the TSS from WT (upper, orange) and *Mettl3* KO (lower, blue) data. **F.** miCLIP2 WT signal enriches around predicted m<sup>6</sup>A sites and is depleted in the *Mettl3* KO. miCLIP2 truncation events in a 101-nt window relative to the predicted m<sup>6</sup>A sites from WT (upper, orange) and *Mettl3* KO (lower, blue) data.

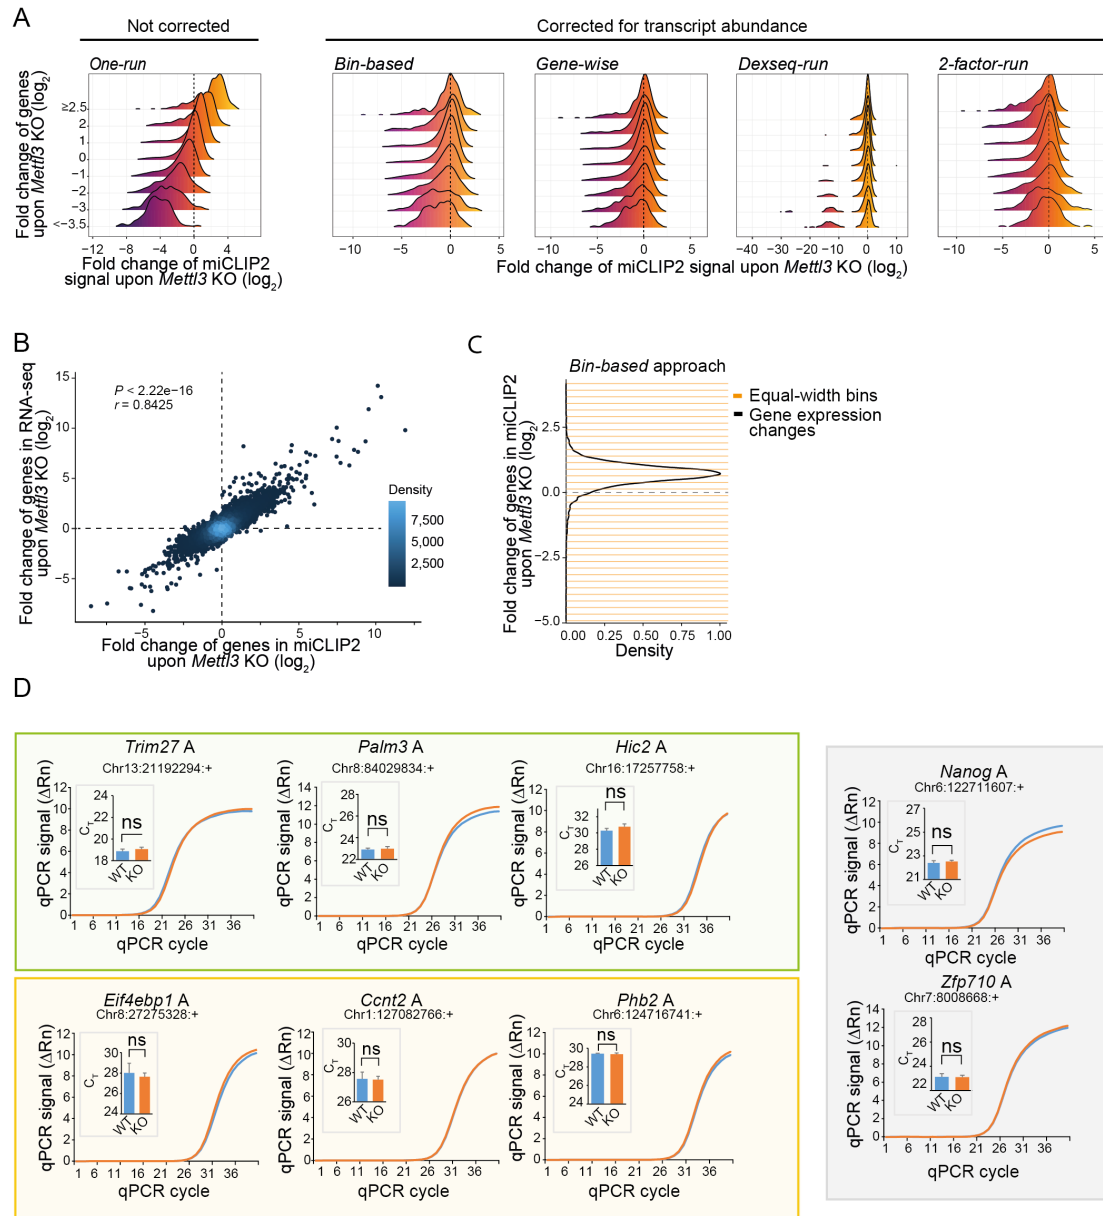

**Supplementary Figure S3. Differential methylation analysis and validation. A.** The *bin-based* approach allows to correct for expression changes between WT and *Mettl3* KO. For each tested differential methylation method, the fold change of genes upon *Mettl3* KO (y-axis) and the estimated fold change in the miCLIP2 signal upon the *Mettl3* KO (x-axis) are compared. The *one-run* approach, which does not correct for gene expression changes, is shown for comparison. **B.** Changes in gene expression can be estimated from the miCLIP2 data. Comparison of fold changes of genes ( $n=14,989$ ) calculated from the miCLIP2 data (x-axis) and matching RNA-seq data (y-axis). Pearson correlation coefficients ( $r$ ) and associated  $P$  value are given. **C.** For the *bin-based* approach, genes were stratified based on their expression changes upon *Mettl3* KO ( $\log_2$ -transformed fold change) into equal-width bins (width of  $\Delta\log_2FC = 0.3$ , highlighted in orange). The peaks on all genes within each bin were then collectively tested for differential methylation. **D.** Complementary control positions of unmodified A sites neighbouring the validated m<sup>6</sup>A sites at non-DRACH (olive background) and DRACH (orange background) motifs (**Figure 2H and I**) as well

as two unmodified sites (grey) at a DRACH motif (**Figure 2J**). Exemplary real-time fluorescence amplification curves (normalised reporter value,  $\Delta R_n$ ) and quantification of threshold cycle ( $C_T$ ) values (technical replicates) for SELECT experiments with mESC WT versus *Mettl3* KO samples are shown for neighbouring unmodified A nucleotides (gene name and genomic coordinates given above). ns, not significant, two-sided Student's *t*-test,  $n=3$ .

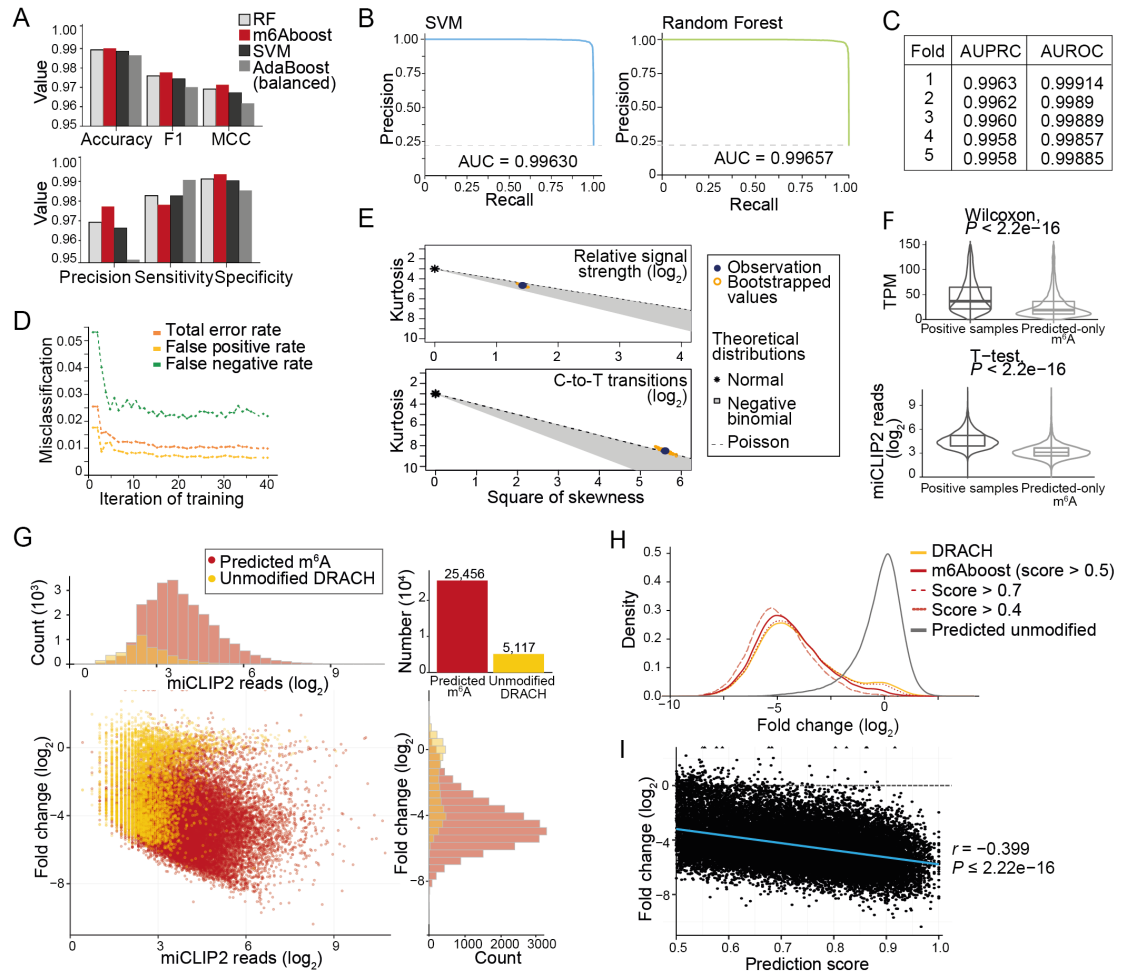

**Supplementary Figure S4. Machine learning to predict m<sup>6</sup>A sites from miCLIP2 data.** **A.** Performance measures to compare four different machine learning models. Accuracy, F1-score, Matthews correlation coefficient (MCC), precision, sensitivity and specificity (see **Supplementary Material**) are given for models based on AdaBoost (m6Aboost), support vector machine (SVM) and random forest (RF). An AdaBoost models trained on a balanced test set is shown for comparison. **B.** Precision-recall curves for the support vector machine (SVM; left) and random forest (right) models. PR curve for m6Aboost is shown in **Figure 3C**. The corresponding area under the curve (AUC) is given. **C.** Results of five-fold cross-validation for m6Aboost. AUC are given for receiver operating characteristic (AUROC) and precision recall curve (AUPRC). **D.** Progressive training of m6Aboost. Graph displays misclassification (y-axis) per iteration of training (x-axis). Total error rate (orange), false positive rate (yellow) and false negative rate (green) are shown. **E.** Log<sub>2</sub>-transformed relative signal strength values (top) and C-to-T transitions per peak follow a Poisson distribution. Cullen and Frey graphs compare square of skewness (x-axis) against kurtosis (y-axis) of the two experimental features (observation and 100 bootstrapped values) against normal, negative binominal and Poisson distribution. **F.** m<sup>6</sup>A sites that are predicted by m6Aboost but not part of the positive set preferentially occur in lowly expressed genes. Top, boxplot shows gene expression values (in transcripts per million, TPM) for 4,292 genes with m<sup>6</sup>A sites from the positive set against 5,640 genes which exclusively harbour m<sup>6</sup>A sites that

were only predicted by m6Aboost.  $P$  value  $< 2.2\text{e-}16$ , Wilcoxon rank-sum test. Bottom, boxplot compares number of miCLIP2 reads ( $\log_2$ -transformed) in 11,707 m<sup>6</sup>A sites from the positives set against 13,908 m<sup>6</sup>A sites that were only predicted by m6Aboost.  $P$  value  $< 2.2\text{e-}16$ , Student's  $t$ -test. **G.** Scatter plot and associated histograms show fold change in miCLIP2 signal ( $\log_2$ -transformed, x-axis) against number of miCLIP2 reads per peak ( $\log_2$ -transformed, y-axis) for 5,117 peaks at DRACH motifs (yellow) that are predicted to be unmodified by m6Aboost. m<sup>6</sup>A sites predicted by m6Aboost (red) are shown for comparison. **H.** m6Aboost associates a probability with each predicted m<sup>6</sup>A site which can be used to filter more stringently. Density of predicted m<sup>6</sup>A sites identified with various probability scores against the  $\log_2$ -transformed fold change between WT and *Mettl3* KO of the corresponding sites. Results of different prediction scores are shown (score [s] = 0.5, red, s=0.7, dashed, s=0.4, dotted) and filtering for a DRACH motif only (orange), as well as the distribution of unmodified sites. **I.** The m6Aboost prediction score correlates with the change in miCLIP2 signal upon *Mettl3* KO. Scatterplot showing  $\log_2$ -transformed fold change in miCLIP2 read counts in WT versus *Mettl3* KO mESC (y-axis) against m6Aboost prediction score (x-axis).

were only found in one out of three datasets from HEK293T cells (this study, (21,22)) are located in lowly expressed genes. Boxplot summarises expression of genes (in transcripts per million, TPM,  $\log_2$ ) harbouring m<sup>6</sup>A sites unique to one dataset. **G.** miCLIP2 data from different amounts of RNA input are reproducible. Pairwise comparison of truncation read counts within peaks for miCLIP2 libraries from decreasing amounts of RNA input material from mouse heart tissue. Pearson correlation coefficients ( $r$ ) and associated  $P$  values are given.

## Supplementary Tables

**Supplementary Table S1.** Summary of miCLIP2 experiments. Table includes information on all conducted miCLIP2 experiments including sample names, cell or tissue type, and employed barcodes. It further specifies number of uniquely mapped reads, how many of those were truncation reads (no C-to-T transition) or harboured C-to-T transitions. For each condition, the number of identified PureCLIP peaks and m6Aboost-predicted m<sup>6</sup>A sites are given. [provided as Excel file]

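Supplementary Table S1 lists each miCLIP2 library on its own row, and the counts of peaks and predicted sites once per condition. A read is counted as uniquely mapped after duplicates with the same start and the same molecular identifier have been removed. Reads with a C-to-T transition are then set apart, and the rest are the truncation reads used for peak calling. For RAW264.7 cells, the values calculated from the paper's table give C-to-T transitions in 7.31%, 7.28% and 7.46% of the uniquely mapped reads of replicates 1, 2 and 3. Duplicates made up 6.54%, 5.11% and 6.22% of the reads before removal. The table's number of m6A sites for RAW264.7 cells was the same as the number of rows counted in the deposited list.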

**Supplementary Table S2.** Oligonucleotides used in SELECT experiments in **Figure 2H-J and 5B and Supplementary Figure S3D and S5C**. qPCR oligonucleotides for target genes were used for normalisation of input material. Names indicate target and position relative to targeted m<sup>6</sup>A site. Oligonucleotides were designed complementary anneal to RNA leaving a gap at targeted m<sup>6</sup>A site or adjacent A site (UP and DOWN probe). Lowercase letters represent adapter sequences for qPCR as described in (23). Uppercase letters represent complementary sequence to target site. Phos indicates 5' phosphorylation.

| Name                                   | Sequence [5' - 3']                            |
|----------------------------------------|-----------------------------------------------|
| qPCR_fwd for SELECT                    | ATGCAGCGACTCAGCCTCTG                          |
| qPCR_rev for SELECT                    | TAGCCAGTACCGTAGTGCGTG                         |
| <i>m<sup>6</sup>A sites from mESC:</i> |                                               |
| Eif4ebp1_qPCR_fwd                      | ACTCACCTGTGGCCAAAACA                          |
| Eif4ebp1_qPCR_rev                      | TTGTGACTCTTCACCGCCT                           |
| Eif4ebp1_m <sup>6</sup> A_UP           | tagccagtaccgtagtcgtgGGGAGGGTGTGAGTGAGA G      |
| Eif4ebp1-m <sup>6</sup> A_DOWN         | [Phos]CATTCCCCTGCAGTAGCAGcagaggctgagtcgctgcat |
| Eif4ebp1_m <sup>6</sup> A-4 UP         | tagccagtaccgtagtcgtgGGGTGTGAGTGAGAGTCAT       |
| Eif4ebp1_m <sup>6</sup> A-4 DOWN       | [Phos]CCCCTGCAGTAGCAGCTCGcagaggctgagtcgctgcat |
| Ccnt2_qPCR_fwd                         | GGGCAACGTCTCAATGTCTCT                         |
| Ccnt2_qPCR_rev                         | AAGCTTTCGAGCCTGCTCTT                          |
| Ccnt2_m <sup>6</sup> A_UP              | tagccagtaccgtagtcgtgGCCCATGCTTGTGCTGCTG       |
| Ccnt2_m <sup>6</sup> A_DOWN            | [Phos]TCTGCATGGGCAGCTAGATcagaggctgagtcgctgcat |
| Ccnt2_m <sup>6</sup> A+2_UP            | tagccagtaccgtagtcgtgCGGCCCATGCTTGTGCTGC       |
| Ccnt2_m <sup>6</sup> A+2_DOWN          | [Phos]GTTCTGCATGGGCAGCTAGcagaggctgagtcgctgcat |
| Phb2_qPCR_fwd                          | ATCCGTGTTACCGTGGAAG                           |
| Phb2_qPCR_rev                          | ACCAGGGGATCCTGAAGTGA                          |
| Phb2_m <sup>6</sup> A_UP               | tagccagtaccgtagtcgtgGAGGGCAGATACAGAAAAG       |
| Phb2_m <sup>6</sup> A_DOWN             | [Phos]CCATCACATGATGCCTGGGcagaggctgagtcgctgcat |
| Phb2_m <sup>6</sup> A-4_UP             | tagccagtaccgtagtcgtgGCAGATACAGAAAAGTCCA       |
| Phb2_m <sup>6</sup> A-4_DOWN           | [Phos]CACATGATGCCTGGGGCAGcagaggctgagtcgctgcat |
| Trim27_qPCR_fwd                        | GGAGGGCTTCAAGGAGCAAA                          |
| Trim27_qPCR_rev                        | AGCTGCTCAAATCCCAGAC                           |
| Trim27_m <sup>6</sup> A_UP             | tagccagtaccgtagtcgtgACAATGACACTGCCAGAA        |
| Trim27_m <sup>6</sup> A_DOWN           | [Phos]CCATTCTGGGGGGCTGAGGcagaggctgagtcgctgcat |
| Trim27_m <sup>6</sup> A-4_UP           | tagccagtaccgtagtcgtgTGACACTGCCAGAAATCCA       |
| Trim27_m <sup>6</sup> A-4_DOWN         | [Phos]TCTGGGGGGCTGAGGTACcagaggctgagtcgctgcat  |

[continued on next page]

**Supplementary Table S2.** Oligonucleotides used in SELECT experiments (continued from previous page).

| Name                                      | Sequence [5' - 3']                                  |
|-------------------------------------------|-----------------------------------------------------|
| Palm3_qPCR_fwd                            | TACAGCTGTTGCAAAGTGCG                                |
| Palm3_qPCR_rev                            | CACATCAGTCGGGGCGGTA                                 |
| Palm3_m <sup>6</sup> A_UP                 | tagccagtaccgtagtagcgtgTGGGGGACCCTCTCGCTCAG          |
| Palm3_m <sup>6</sup> A_DOWN               | [Phos]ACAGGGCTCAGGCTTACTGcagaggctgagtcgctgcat       |
| Palm3_m6A-8_UP                            | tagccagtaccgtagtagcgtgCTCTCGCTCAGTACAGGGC           |
| Palm3_m6A-8_DOWN                          | [Phos]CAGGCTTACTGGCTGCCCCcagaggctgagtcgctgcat       |
| Hic2_qPCR_fwd                             | CTGGCAGGCACCTGAGGTAA                                |
| Hic2_qPCR_rev                             | AGCTGTAGCAGGAGCTGTTT                                |
| Hic2_m <sup>6</sup> A_UP                  | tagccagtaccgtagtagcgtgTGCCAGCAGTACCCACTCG           |
| Hic2_m <sup>6</sup> A_DOWN                | [Phos]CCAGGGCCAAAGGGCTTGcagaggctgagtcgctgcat        |
| Hic2_m <sup>6</sup> A+3_UP                | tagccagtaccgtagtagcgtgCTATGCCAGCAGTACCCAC           |
| Hic2_m <sup>6</sup> A+3_DOWN              | [Phos]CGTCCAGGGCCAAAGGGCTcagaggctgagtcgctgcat       |
| <i>Unmodified DRACH sites:</i>            |                                                     |
| Nanog_qPCR_fwd                            | ACCTGAGCTATAAGCAGGTAAAGAC                           |
| Nanog_qPCR_rev                            | CCCTGGGGATAGCTGCAATG                                |
| Nanog_nom <sup>6</sup> A_UP               | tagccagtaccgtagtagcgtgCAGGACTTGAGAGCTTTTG           |
| Nanog_nom <sup>6</sup> A_DOWN             | [Phos]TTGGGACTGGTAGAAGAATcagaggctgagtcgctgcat       |
| Nanog_nom <sup>6</sup> A+2_UP             | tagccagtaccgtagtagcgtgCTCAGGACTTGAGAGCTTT           |
| Nanog_nom <sup>6</sup> A+2_DOWN           | [Phos]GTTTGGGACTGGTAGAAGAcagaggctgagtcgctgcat       |
| Zfp710_qPCR_fwd                           | TACCGCAGCCAGCTACAAAA                                |
| Zfp710_qPCR_rev                           | CTCCTTCACACCCTTGTTGGG                               |
| Zfp710_nom <sup>6</sup> A_UP              | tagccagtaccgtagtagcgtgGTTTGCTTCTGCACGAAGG           |
| Zfp710_nom <sup>6</sup> A_DOWN            | [Phos]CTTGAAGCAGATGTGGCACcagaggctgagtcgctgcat       |
| Zfp710_nom6A-3_UP                         | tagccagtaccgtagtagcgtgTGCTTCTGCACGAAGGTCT           |
| Zfp710_nom6A-3_DOWN                       | [Phos]GAA GCA GAT GTG GCA CTG Gcagaggctgagtcgctgcat |
| <i>m<sup>6</sup>A sites from HEK293T:</i> |                                                     |
| DDIT4_qPCR_fwd                            | TCGTCGTCCACCTCCTCTTC                                |
| DDIT4_qPCR_rev                            | GGTAAGCCGTGTCTTCCTCC                                |
| DDIT4_m6A_UP                              | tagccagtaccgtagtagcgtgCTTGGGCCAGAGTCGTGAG           |
| DDIT4_m6A_DOWN                            | [Phos]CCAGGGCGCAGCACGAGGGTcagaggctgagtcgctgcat      |
| DDIT4_m6A+4_UP                            | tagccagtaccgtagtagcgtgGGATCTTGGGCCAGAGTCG           |
| DDIT4_m6A+4_DOWN                          | [Phos]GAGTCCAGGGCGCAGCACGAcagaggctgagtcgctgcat      |
| RHOB_qPCR_fwd                             | CAGTAAGGACGAGTTCCCCG                                |
| RHOB_qPCR_rev                             | GTCCACCGAGAAGCACATGA                                |
| RHOB_m6A_UP                               | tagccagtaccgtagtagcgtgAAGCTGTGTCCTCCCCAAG           |
| RHOB_m6A_DOWN                             | [Phos]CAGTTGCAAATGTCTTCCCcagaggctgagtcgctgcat       |
| RHOB_m6A-4_UP                             | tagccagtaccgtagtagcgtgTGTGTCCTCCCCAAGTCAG           |
| RHOB_m6A-4_DOWN                           | [Phos]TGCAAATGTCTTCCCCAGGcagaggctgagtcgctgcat       |
| <i>Not validated site:</i>                |                                                     |
| ABT1_qPCR_fwd                             | AAGAAACGGGTAGTGCCAGG                                |
| ABT1_qPCR_rev                             | GTCTCACGAACCGGTCCTC                                 |
| ABT1_m6A_UP                               | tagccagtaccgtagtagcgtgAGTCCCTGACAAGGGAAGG           |
| ABT1_m6A_DOWN                             | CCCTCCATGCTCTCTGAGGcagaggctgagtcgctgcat             |
| ABT1_m6A-4_UP                             | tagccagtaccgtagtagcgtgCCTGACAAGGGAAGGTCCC           |
| ABT1_m6A-4_DOWN                           | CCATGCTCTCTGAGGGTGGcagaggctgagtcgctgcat             |

**Supplementary Table S3.** Overlap of predicted m<sup>6</sup>A sites and SCARLET-validated sites in HEK293T cells taken from (24). m<sup>6</sup>A sites with >5% modification are shown in bold. Genomic coordinates are relative to human genome version GRCh38.p13.

| Genomic coordinate    | Motif        | Percent methylation according to SCARLET | Predicted by m6Aboost for HEK293T miCLIP2 |
|-----------------------|--------------|------------------------------------------|-------------------------------------------|
| <b>Chr11:65500276</b> | <b>GGACU</b> | <b>0.41</b>                              | <b>yes</b>                                |
| <b>Chr11:65500338</b> | <b>GGACU</b> | <b>0.51</b>                              | <b>yes</b>                                |
| <b>Chr11:65500372</b> | <b>GGACU</b> | <b>0.13</b>                              | <b>yes</b>                                |
| Chr11:65500435        | AGACU        | 0.03                                     | no                                        |
| Chr11:65500445        | AGACA        | 0.02                                     | no                                        |
| Chr11:65500459        | GAACC        | 0.03                                     | no                                        |
| <b>Chr11:65500481</b> | <b>GGACU</b> | <b>0.07</b>                              | <b>yes</b>                                |

## Supplementary References

1. Chakrabarti, A.M., Haberman, N., Praznik, A., Luscombe, N.M. and Ule, J. (2018) Data Science Issues in Studying Protein–RNA Interactions with CLIP Technologies. *Annu Rev Biomed Data Sci*, **1**, 235–261.
2. König, J., Zarnack, K., Luscombe, N.M. and Ule, J. (2012) Protein-RNA interactions: new genomic technologies and perspectives. *Nat Rev Genet*, **13**, 77–83.
3. Love, M.I., Huber, W. and Anders, S. (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol*, **15**, 550.
4. Krakau, S., Richard, H. and Marsico, A. (2017) PureCLIP: capturing target-specific protein-RNA interaction footprints from single-nucleotide CLIP-seq data. *Genome Biol*, **18**, 240.
5. Anders, S., Reyes, A. and Huber, W. (2012) Detecting differential usage of exons from RNA-seq data. *Genome Res*, **22**, 2008–2017.
6. Frankish, A., Diekhans, M., Ferreira, A.M., Johnson, R., Jungreis, I., Loveland, J., Mudge, J.M., Sisu, C., Wright, J., Armstrong, J. *et al.* (2019) GENCODE reference annotation for the human and mouse genomes. *Nucleic Acids Res*, **47**, D766–D773.
7. Anders, S., Pyl, P.T. and Huber, W. (2015) HTSeq—a Python framework to work with high-throughput sequencing data. *Bioinformatics*, **31**, 166–169.
8. Zhou, Y., Zeng, P., Li, Y.H., Zhang, Z. and Cui, Q. (2016) SRAMP: prediction of mammalian N6-methyladenosine (m6A) sites based on sequence-derived features. *Nucleic Acids Res*, **44**, e91.
9. Chen, Z., Zhao, P., Li, F., Wang, Y., Smith, A.I., Webb, G.I., Akutsu, T., Baggag, A., Bensmail, H. and Song, J. (2020) Comprehensive review and assessment of computational methods for predicting RNA post-transcriptional modification sites from RNA sequences. *Brief Bioinform*, **21**, 1676–1696.
10. Zhang, Y. and Hamada, M. (2018) DeepM6ASeq: prediction and characterization of m6A-containing sequences using deep learning. *BMC Bioinformatics*, **19**, 524.
11. Dominissini, D., Moshitch-Moshkovitz, S., Schwartz, S., Salmon-Divon, M., Ungar, L., Osenberg, S., Cesarkas, K., Jacob-Hirsch, J., Amariglio, N., Kupiec, M. *et al.* (2012) Topology of the human and mouse m6A RNA methylomes revealed by m6A-seq. *Nature*, **485**, 201–206.
12. Meyer, K.D., Saletore, Y., Zumbo, P., Elemento, O., Mason, C.E. and Jaffrey, S.R. (2012) Comprehensive analysis of mRNA methylation reveals enrichment in 3' UTRs and near stop codons. *Cell*, **149**, 1635–1646.
13. Linder, B., Grozhik, A.V., Olarerin-George, A.O., Meydan, C., Mason, C.E. and Jaffrey, S.R. (2015) Single-nucleotide-resolution mapping of m6A and m6Am throughout the transcriptome. *Nat Methods*, **12**, 767–772.
14. Freund, Y. and Schapire, R.E. (1995) In Vitányi, P. (ed.), *Computational Learning Theory. EuroCOLT 1995. Lecture Notes in Computer Science (Lecture Notes in Artificial Intelligence)*. Springer, Berlin, Heidelberg, Vol. 904.
15. Alfaro, E., Gamey, M. and Garcia, N. (2013) adabag: An R Package for Classification with Boosting and Bagging. *J Stat Softw*, **54**, 1–35.
16. Chen, W., Xing, P. and Zou, Q. (2017) Detecting N(6)-methyladenosine sites from RNA transcriptomes using ensemble Support Vector Machines. *Sci Rep*, **7**, 40242.

17. Xiang, S., Liu, K., Yan, Z., Zhang, Y. and Sun, Z. (2016) RNAMethPre: A Web Server for the Prediction and Query of mRNA m6A Sites. *PLoS One*, **11**, e0162707.
18. Chang, C.-C. and Lin, C.-J. (2011) LIBSVM: A library for support vector machines. *ACM Trans Intell Syst Technol*, 27.
19. Liaw, A. and Wiener, M. (2002) Classification and Regression by randomForest. *R News*, **2**, 18-22.
20. Yankova, E., Blackaby, W., Albertella, M., Rak, J., De Braekeleer, E., Tsagkogeorga, G., Pilka, E.S., Aspris, D., Leggate, D., Hendrick, A.G. *et al.* (2021) Small molecule inhibition of METTL3 as a strategy against myeloid leukaemia. *Nature*, **in press**.
21. Boulias, K., Toczydlowska-Socha, D., Hawley, B.R., Liberman, N., Takashima, K., Zaccara, S., Guez, T., Vasseur, J.J., Debart, F., Aravind, L. *et al.* (2019) Identification of the m(6)Am Methyltransferase PCIF1 Reveals the Location and Functions of m(6)Am in the Transcriptome. *Mol Cell*, **75**, 631-643 e638.
22. Koh, C.W.Q., Goh, Y.T. and Goh, W.S.S. (2019) Atlas of quantitative single-base-resolution N(6)-methyl-adenine methylomes. *Nat Commun*, **10**, 5636.
23. Xiao, Y., Wang, Y., Tang, Q., Wei, L., Zhang, X. and Jia, G. (2018) An Elongation- and Ligation-Based qPCR Amplification Method for the Radiolabeling-Free Detection of Locus-Specific N(6)-Methyladenosine Modification. *Angew Chem Int Ed Engl*, **57**, 15995-16000.
24. Liu, N., Parisien, M., Dai, Q., Zheng, G., He, C. and Pan, T. (2013) Probing N6-methyladenosine RNA modification status at single nucleotide resolution in mRNA and long noncoding RNA. *RNA*, **19**, 1848-1856.

How the deposited data were processed for this re-analysis (not part of the article)

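The data are miCLIP2 profiles of poly(A)+ RNA from the mouse macrophage cell line RAW264.7, from 3 untreated biological replicates. The authors mapped the reads with STAR to GRCm38, removed duplicates with UMI-tools, set apart reads with C-to-T transitions, called peaks with PureCLIP in each replicate and kept peaks present in at least 2 replicates. Peaks at A were scored by m6Aboost, and the authors deposited the sites with a prediction score above 0.5 as 1 list for the cell line. The unit of the list is this score, which describes the model's call on a site and is not a level of methylation. The deposited list gives no counts or coverage. Depth is therefore known only per replicate, from the paper's supplementary table, and the precision of a single site cannot be given. No replicate could be left out and no test across replicates was possible.

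The 3 sample labels were mapped to replicates of 1 condition. The series description names the line as human, while the organism label and the paper name it as mouse, and all sites were at A in the mouse genome with the start read as 0-based. Positions are given 1-based on GRCm38. Genes and transcripts came from GENCODE M21, with 55450 genes and 141767 transcripts, of which 74152 passed the paper's filter (support level of at most 3 for the transcript and of at most 2 for the annotation). The paper used release M23 of the same build. A site was given to the gene whose span held it on the same strand. Where several did, it went to the longest gene with a transcript passing the filter, since the paper filters before it takes the longest annotation; the order of these steps was settled after the data were opened. The alternative without the filter takes the longest gene of all. Regions were read on the longest transcript of that gene passing the filter. Sites called intronic in every annotated transcript lay in an exon of no transcript of their gene and in an intron of at least 1. The annotated stop codon read as a stop codon in the genome for all 4407 chosen coding transcripts with a site.

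Motifs were read as the 5 genomic bases centred on the site. Shares are given with 95% Wilson intervals. Shares of sites by motif, region, distance to the stop codon, position in the intron and distance to transcript starts were set against 10000 random draws of background positions, as many per transcript or intron as it had sites, two-sided. The background was DRACH A, except for the motif share and transcript starts, where it was any A, and for the distance of non-DRACH sites to DRACH motifs, where it was non-DRACH A. For the test on the model's region inputs the DRACH A also overlapped the same regions over all transcripts passing the filter, and for the test on exons of other genes both sites and DRACH A lay in no annotated exon on the strand. Clustering drew DRACH A without replacement, with 10000 draws, and 1000 draws where all A served as background. The difference in mean score used a permutation test with 100000 resamples. These draws and permutations compare positions within 1 list. They do not measure variation between replicates, and neighbouring sites of 1 transcript may share their signal. The calculations used Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1, and figures matplotlib 3.10.9.

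The tests were tried on simulated lists on the same transcripts. Of 200 lists with no effect, 7.5% had p under 0.05 in the stop codon draws, 3.5% in the intron draws and 4% in the score permutation, and 5% of 20 lists in the clustering draws. The lists with no effect were made in the way each test assumes, without gathered sites. They therefore check the calculation and not how gathered sites affect p. With 1402 sites moved next to the stop codon in a simulated list of 15672 sites, the draws found an excess of 1352 sites; with the sites of 20% of transcripts gathered, clustering gave p = 0.01 (n = 15672 sites), the smallest its 200 draws can give.

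Named genes were chosen before the data were examined: every mouse gene the paper names, and the 5 genes with most sites, ties going to the higher mean score. The alternatives tried were minimum scores of 0.7 and 0.9, sites within 5 nt collapsed to the highest score, the start read as 1-based, other motif definitions, protein-coding genes only, other choices of transcript, other window sizes and other backgrounds. The overlay with mESC, and the HEK293T, C643 and heart profiles, were not analysed here.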

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

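The paper reports the number of RAW264.7 sites and their overlap with mESC; the results below concern features of the list that it describes for mESC or does not describe. Comparing the non-DRACH share with 0 says little, since the model was trained with such sites; the intronic and clustering results are set against random draws. The tests on pairs of neighbouring sites and on exons of other genes, and the counts with 1 site per intron, were chosen only after the results were seen. The counts with sites intronic in every transcript, collapsed sites and draws matched on region were also added after the data were seen.

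Non-DRACH motifs held 8.06% of the RAW264.7 sites. Motifs cut by an exon junction are argued against as a source, since 0 of 1316 exonic non-DRACH sites read DRACH on the spliced transcript. An offset of up to 5 nt from a DRACH motif is argued against as the whole source, since 161 of these sites, or 12.2%, had a DRACH A that close. This was 0.566 times the number for random non-DRACH A (two-sided draws, n = 1316 sites, p = 0.0002). The fold cannot count against an offset. Of all non-DRACH sites, 77.7% kept AC, which rules out a DRACH A 1 or 2 nt downstream, and m6Aboost reads these bases. An offset remains open for a small part. Of 55 non-DRACH sites directly before a DRACH A, 54 (98.2%) had that DRACH A listed as well, against 57 of 137 (41.6%) at other offsets within 5 nt (Fisher's exact test, p = 3.1e-15), and in all 54 pairs the DRACH A had the higher score. These pairs may be 1 signal called at neighbouring nucleotides. Low scores near the threshold are not the whole source, since 369 non-DRACH sites, or 3.29% of the list at that score, had a score of at least 0.7; the share does fall with the score, and the model reads the sequence. Strain variants cannot be told apart from a motif preference: 19.4% of single mismatches were at the base after A, against 42.9% for random substitution, but m6Aboost reads the reference bases, which by itself shapes the mismatches that are kept. No biological explanation was tested, as the series has 1 condition.

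Intronic sites lay toward the 5′ splice site, with 38.4% of 883 sites in the first 20% of the intron, 1.97-fold the share of DRACH A in the same introns (two-sided draws, n = 883 sites, p = 0.0002). Exons of other isoforms of the same gene account for many of the sites. Of the 883 tested sites, 238 lay in an exon of no annotated transcript of their gene. Alone, these exons are not the whole source of the position. The 238 sites were still 1.62-fold more frequent than the draws in the first 20% of the intron (two-sided draws, n = 238 sites, p = 0.0002). Of these 238 sites, however, 204 (85.7%) lay in an annotated exon of another gene on the same strand. Among the 34 sites in no annotated exon of any gene no excess was seen, at 0.722-fold (two-sided draws, n = 34 sites, p = 0.62). Annotated exons may therefore account for the position. With so few sites, an excess in introns proper stays open. With 1 site per intron the shares were 44.9% over 305 introns, 45.5% over the 77 introns of sites intronic in every transcript of their gene, and 20.0% over the 20 introns with sites in no annotated exon. Unannotated exons, unannotated ends of transcripts and read coverage along introns were not examined, and no biological explanation was tested.

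Sites were gathered along transcripts: 59.7% of 16198 sites had another site within 100 nt, 2.39-fold the share in random DRACH A of the same transcripts (n = 16198 sites, p = 0.0002). A shared preference for 1 region of the transcript is argued against as the whole source, since the fold was 1.49 when draws kept the number of sites in each region, although this accounts for a part of the excess. Calls of 1 crosslink at neighbouring nucleotides are also argued against, since the fold was 2.38 after sites within 5 nt were collapsed. A preference for part of a region stays open. Within 200 nt of the stop codon, sites were 1.73-fold the draws in the CDS and 1.99-fold in the 3′ UTR. Uneven coverage within regions also stays open, because the list holds no counts, and no biological explanation was tested.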

How the results depend on the processing

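No paired analysis was possible because the list is pooled over the replicates of 1 condition, and for the same reason leaving out a replicate was not possible. The alternatives were set before the data were examined, except those chosen after seeing the data: no transcript support filter, the longest spliced transcript, 1 site per transcript, 1 site per intron, introns tested only for sites intronic in every annotated transcript or in no annotated exon of any gene, and clustering with sites within 5 nt collapsed or with draws matched on transcript region.

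The shares at DRACH and near the stop codon, clustering, the distance of non-DRACH sites to DRACH motifs, transcript starts and the difference in score kept their direction against draws or permutations and stayed past the threshold under the alternatives run for them. The model reads the sequence, which by itself can shape the share at DRACH, the difference in score and the distance to DRACH motifs. Draws for the region shares, and the non-DRACH share near the stop codon, were not run under alternatives. Clustering within 100 nt was 2.38-fold with sites within 5 nt collapsed and 1.49-fold with draws matched on region. The position of intronic sites did not keep its excess in every setting. The share in the first 20% of the intron was 1.62-fold the draws for sites intronic in every annotated transcript. For the 34 sites in no annotated exon of any gene on the strand it was 11.8% against 16.3% in the draws (n = 34 sites, p = 0.62). With 1 site per intron it was 20.0% against 17.1% in the draws (n = 20 sites, p = 0.92). So few sites do not exclude an excess of the same size. The DRACH share ranged from 81.1% with RRACH to 99.0% at a score of at least 0.9, and AC gave 98.2%. The share near the stop codon ran from 19.4% within 100 nt to 49.5% within 400 nt, against 7.84% and 27.3% in the draws, and was 42.3% with 1 site per transcript, added after seeing the data.

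A minimum score of 0.7 left 11214 sites and 0.9 left 1693. At these scores GGACT held 25.2% and 39.4% of sites, the 3′ UTR 47.4% and 65.2%, the CDS 33.9% and 17.7%, and the 5′ UTR 0.740% and 0%. At 0.7, genes had a median of 2 sites. With the start read as 1-based, 13.4% of sites were at A. When any transcript could hold the site, 2.45% lay in the 5′ UTR; with the 3′ UTR taken before the CDS, 52.1% lay in the 3′ UTR and 43.0% in the CDS, and with the CDS taken before it, 44.6% and 50.5%. Over the whole list, sites intronic in every annotated transcript made up 1.54%, including sites not in an intron of the chosen transcript. Dropping the support filter, added after seeing the data, gave 2.20% in the 5′ UTR, 45.6% in the CDS and 41.9% in the 3′ UTR, with 5.94% intronic. The longest spliced transcript, also added after seeing the data, gave 37.8% in both the CDS and the 3′ UTR, with 2.16% intronic. The cause of these changes was not tested, apart from the smaller number of sites that a higher score leaves by its construction.

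The order of the CDS and 3′ UTR shares thus depends on the transcript and the score chosen. Without counts per site, the effect of depth on single sites cannot be given.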

Differences from the paper's values

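No value of the paper for RAW264.7 differed from the one computed here by more than 1.5 times. The mean number of truncation events in the paper's text is, to the digits it prints, the mean number of uniquely mapped reads in its supplementary table, 29844347; the mean of the table's truncation reads is 27651601.

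The paper prints GAACT for the Phb2 position on chromosome 6 at 124716745; the GRCm38 bases centred there are GGACT. It prints GTACT for the Palm3 position on chromosome 8 at 84029842, where the bases are TGAGC. The sequence around it, CCCTGTACTGAGCGAGAGGGT, holds GTACT just upstream. The paper's probes for Palm3 leave their gap at the A of that GTACT. The Zfp710 position it prints, 8008671 on chromosome 7, lies in no annotated gene, while Zfp710 runs from 80024814 to 80094173.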

Other observations

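The tests on regions near the stop codon were chosen only after the profile was seen.

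The paper's SELECT experiments in mESC named 6 positions as methylated, and 4 of these were in the RAW264.7 list. Trim27 at 21192298 on chromosome 13, GGATT in the 3′ UTR in exon 8 within CCCAGAATGGATTCTGGGCAG, had a score of 0.694, and its control A at 21192294 was not listed. Eif4ebp1 at 27275332 on chromosome 8, TGACT in the 3′ UTR, had 0.876. Ccnt2 at 127802764 on chromosome 1, GAACA in the CDS, had 0.669. Phb2 at 124716745 on chromosome 6 had 0.941. The Palm3 and Hic2 positions were not listed, and neither gene had a site; without counts, low expression and lack of methylation cannot be separated. The Nanog position, which the paper found unmodified in mESC, was not listed either. Zfp710 had 12 sites. Of the other mouse genes the paper names, Nip7 had 4 sites, Mif4gd 2 and Ythdc1 1, and Nanog, Oat, Mettl3 and Mettl14 had none. None of the sites in Mif4gd and Ythdc1 was in an intron of the chosen transcript. For Ythdc1 the chosen transcript was non-coding. Whether the exon with its site covers the intron that the paper reports as retained was not examined.

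In the paper's positive set from mESC, GAACT follows GGACT among the DRACH pentamers; in the RAW264.7 list GGACA and GAACT were level, and at a score of at least 0.9 the order was GGACT, GAACT and AGACT. Non-DRACH sites of RAW264.7 lay near the stop codon as well, 32.2% within 200 nt (95% Wilson interval 29.7 to 34.8%) against 33.2% of DRACH sites. Of the 1555 non-DRACH sites, 77.7% kept the AC dinucleotide.

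Because m6Aboost takes the transcript region as an input, the excess near the stop codon could follow from the model alone. Within the CDS, 25.1% of 7661 sites lay within 200 nt of the stop codon, 1.73-fold the share of DRACH A of the same CDS, and within the 3′ UTR 42.8% of 7638 sites did, 1.99-fold (two-sided draws, n = 7661 and n = 7638 sites, p = 0.0002 for each). The model's region inputs record whether a peak overlaps a 5′ UTR, CDS or 3′ UTR of any transcript passing the filter. With draws restricted to DRACH A that overlap the same ones, read here at the site in GENCODE M21, the excess was 1.64-fold in the CDS (n = 7661 sites, p = 0.0002) and 1.98-fold in the 3′ UTR (n = 7638 sites, p = 0.0002). The region inputs are therefore argued against as the whole source. The other inputs of the model and coverage along the transcript stay open.

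The antibody also binds m6Am next to the cap, which could place sites at transcript starts. There were fewer: 37 sites lay within 3 nt of an annotated start against 89.4 expected from random A of the same transcripts, 0.414-fold (two-sided draws, n = 16198 sites, p = 0.0002). The list thus gives no sign of such an excess. Short fragments at transcript ends and the model's own preference were not tested.

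The list holds 2 mitochondrial sites, at 1094 in mt-Rnr2 (GAACT, score 0.735) and at 12492 in mt-Nd5 (GTACA, score 0.582), both on the plus strand. They were singled out after their values were seen.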
